# Divergence of the Yeast Transcription Factor *FZF1* Affects Sulfite Resistance

**DOI:** 10.1371/journal.pgen.1002763

**Published:** 2012-06-14

**Authors:** Elizabeth K. Engle, Justin C. Fay

## Abstract

Changes in gene expression are commonly observed during evolution. However, the phenotypic consequences of expression divergence are frequently unknown and difficult to measure. Transcriptional regulators provide a mechanism by which phenotypic divergence can occur through multiple, coordinated changes in gene expression during development or in response to environmental changes. Yet, some changes in transcriptional regulators may be constrained by their pleiotropic effects on gene expression. Here, we use a genome-wide screen for promoters that are likely to have diverged in function and identify a yeast transcription factor, *FZF1*, that has evolved substantial differences in its ability to confer resistance to sulfites. Chimeric alleles from four *Saccharomyces* species show that divergence in *FZF1* activity is due to changes in both its coding and upstream noncoding sequence. Between the two closest species, noncoding changes affect the expression of *FZF1*, whereas coding changes affect the expression of *SSU1*, a sulfite efflux pump activated by *FZF1*. Both coding and noncoding changes also affect the expression of many other genes. Our results show how divergence in the coding and promoter region of a transcription factor alters the response to an environmental stress.

## Author Summary

Changes in gene regulation are thought to play an important role in evolution. While variation in gene expression between species is common, it is hard to identify the phenotypic consequences of this variation since many changes in gene expression may have subtle or no phenotypic effects. In this study, we investigate changes in sulfite resistance and gene expression caused by the transcription factor, *FZF1*, that has evolved rapidly during the divergence of related yeast species. We find that divergence in the ability of *FZF1* to confer sulfite resistance is mediated by changes in its expression as well as changes in its protein structure, both of which cause changes in the expression of other genes. Our results show how the combination of multiple changes within a transcription factor can produce substantial changes in phenotype and the expression of many genes.

## Introduction

Transcriptional regulation plays a key role in development and an organism's response to physiological and environmental changes. However, changes in gene regulation that occur over the course of evolution are more difficult to interpret. Genome-wide patterns of gene expression divergence show that while many aspects of regulation are conserved between distantly related species [1]–[3], there is also extensive variation in gene expression levels within and between closely related species [4]. In many, but not all instances, gene expression divergence is consistent with a neutral model of evolutionary change [5]–[8]. Yet, understanding regulatory divergence requires identifying the genetic basis of divergence in gene expression and knowing which changes in gene expression translate into changes in phenotype and fitness.

Substantial progress has been made in understanding the genetic basis of regulatory divergence. Changes in gene expression are influenced by both *cis*-regulatory sequences and *trans*-acting factors, with *cis*-regulatory changes being enriched in interspecific comparisons [9], [10]. Expression changes caused by *cis*-regulatory elements frequently involve gain or loss of transcription factor binding sites, e.g. [11], [12], although other changes, such as nucleosome position, can also play an important role [13]. Even when changes in gene expression can be attributed to specific *cis*-regulatory elements, the phenotypic consequences of such changes are hard to know, especially if they depend on the combined effects of many *cis*-regulatory changes. While changes in *trans*-acting factors can simultaneously influence the expression of many genes, significant efforts are needed to identify the genetic basis of *trans*-acting changes in gene expression.

The phenotypic effects of changes in gene expression have in some cases been identified [14]. This has primarily been accomplished by mapping, association and transgenic studies that identify genetic changes underlying a phenotype. While these approaches typically identify changes in protein coding sequences, *cis*-regulatory changes are more frequently found to underlie interspecific compared to intraspecific differences [14]. Furthermore, changes in protein coding sequences can affect the expression of many genes [15], [16], and in some cases their phenotypic effects depend on multiple differentially expressed genes [17].

What has been more difficult to investigate is the combined influence of multiple regulatory changes. Multiple changes of small effect may frequently go undetected, at least individually, but together could have a substantial impact on divergence [18]. Evidence for adaptive evolution via multiple *cis*-regulatory changes has been found based on concerted changes in the expression of genes that function in the same pathway or biological process [19]–[21]. Multiple *cis*-regulatory changes at a single locus have also been found to make substantial contributions to phenotypic divergence between species [22]–[26].

Statistical tests of neutrality are particularly well-suited to identifying multiple adaptive substitutions at a single locus since multiple substitutions are often needed to detect a significant deviation from a neutral pattern of molecular evolution. Rapidly evolving noncoding sequences have been identified in a number of species [27]–[30], and in some instances are known to cause notable changes in gene expression [31], [32]. Although tests of neutrality rely on the concentration of multiple changes at single loci, clustering of changes may occur if there are genetic, developmental or selective constraints at other loci [33].

One mechanism by which multiple, coordinated changes in gene expression may arise is through changes in transcriptional regulators. However, changes in transcription factors can also be constrained by their pleiotropic effects on gene expression. The negative effects of pleiotropy may in some cases be eliminated by altering the regulation of a transcription factor; thereby limiting downstream changes in gene expression to specific times during development, within particular cells or tissues, or to certain environmental conditions [33], [34].

In this study, we investigated changes in gene expression and phenotype caused by a rapidly evolving transcription factor, *FZF1*. To directly target genes that have potentially accrued multiple *cis*-regulatory changes, we screened four *Saccharomyces* genomes for noncoding sequences with non-neutral patterns of divergence. *FZF1* was among the genes identified and it also shows a non-neutral pattern of amino acid divergence [35]. To examine the phenotypic consequences of *FZF1* divergence we used cross-species complementation assays and found divergence in both its coding and upstream noncoding sequence affect sulfite resistance. Whereas divergence upstream of *FZF1* affects its expression in response to sulfites, divergence in the coding region of *FZF1* affects the expression of *SSU1*, an efflux pump that mediates sulfite resistance [36]–[38]. Coincident with their effects on sulfite resistance, both the coding and noncoding regions of *FZF1* affect the expression of many other genes. Our results show how divergence in the coding and promoter region of a transcription factor affect the response to an environmental stress.

## Results

### Patterns of sequence divergence at *FZF1*

To identify promoter sequences likely to have diverged in function, we screened the noncoding sequences of four *Saccharomyces* species for accelerated substitution rates. We used a likelihood ratio test to compare a model of sequence evolution where the ratio of the noncoding to synonymous substitution rate, dNC/dS, is constant across lineages versus a model where dNC/dS is free to vary across lineages. Out of 2,539 noncoding regions tested, we identified 145 that showed significant variation in the noncoding substitution rate across species (Likelihood ratio test, P<0.05, Bonferroni corrected, Dataset S1). In these regions, a higher noncoding substitution rate in one or more lineages may be the result of loss of constraint, or in some cases, positive selection.

One of the noncoding regions that we identified lies upstream of the transcription factor *FZF1*. We selected *FZF1* for further analysis because it is known to function in sulfite resistance, a hypothesized adaptation to vineyard environments [39], and its potential role in gene expression divergence. The substitution rate upstream of *FZF1* is characterized by an accelerated rate along the lineages leading to *Saccharomyces cerevisiae* and *Saccharomyces paradoxus* relative to that along the lineages leading to *Saccharomyces mikatae* and *Saccharomyces bayanus* (Figure 1). However, previous studies have shown that signals of selection are highly dependent on the alignment [40], [41]. To determine whether the evidence for rate heterogeneity upstream of *FZF1* is dependent on the alignment used, we generated additional alignments using alternative alignment parameters and algorithms, and tested each for substitution rate heterogeneity. Both the alignment parameters and the algorithm affected the evidence for rate heterogeneity, with 9 out of 18 alignments showing evidence of rate heterogeneity (Table S1, Likelihood ratio test, P<0.05, Bonferroni corrected). Although the high substitution rate combined with uncertainty in the placement of insertions or deletions makes it difficult to know the correct alignment, dNC/dS along the *S. cerevisiae* and *S. paradoxus* lineage was consistently estimated to be greater than or equal to one (Figure 1).

**Figure 1:**
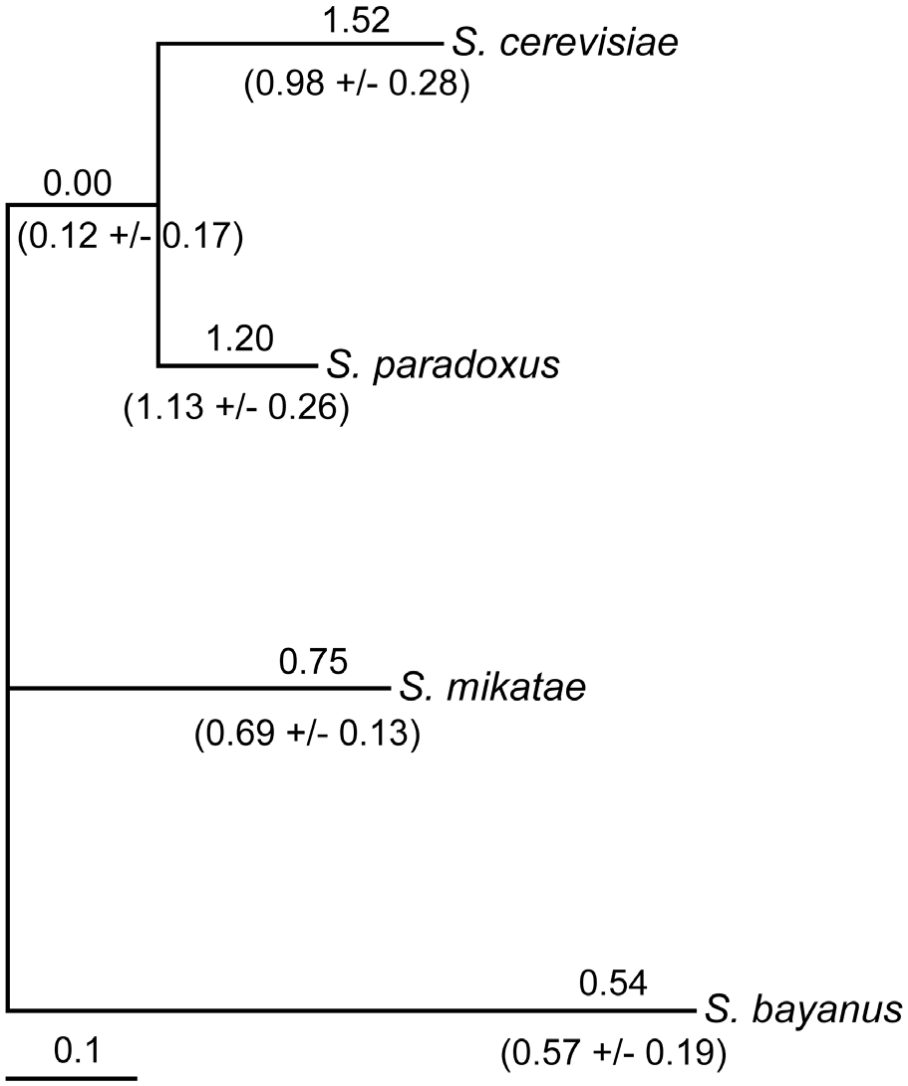
Variation in noncoding substitution rates upstream of *FZF1*. The ratio of the noncoding substitution rate upstream of *FZF1* relative to genome-wide substitution rates at fourfold degenerate sites, dNC/dS, is shown above each lineage for the original alignment. The mean and standard deviation of dNC/dS from 18 different alignments (Table S1) is shown below each lineage. dNC/dS was estimated for each lineage using an unconstrained model by maximum likelihood methods implemented in HyPhy. The tree is scaled to the fourfold synonymous substitution rate.

The protein coding sequence of *FZF1* also shows evidence for non-neutral evolution based on a sliding window analysis of the nonsynonymous to synonymous substitution rate ratio (dN/dS) between *S. cerevisiae* and *S. paradoxus* [35]. However, caution should be taken when interpreting the results of the dN/dS test in the context of a sliding window analysis since dS can vary for a number of reasons [42]. Upon re-examination of divergence in *FZF1*, we found that the window with the signal of positive selection, dN/dS = 1.95, is characterized by a synonymous substitution rate of 0.18, which is lower than the average of 0.46 across the entire gene, and a nonsynonymous substitution rate of 0.34, which is higher than the average of 0.14 across the entire gene. Despite some uncertainty regarding the evidence for non-neutral evolution, we decided that *FZF1* was a reasonable candidate to test for functional divergence.

### The phenotypic effects of *FZF1* divergence

*FZF1* encodes a five zinc finger transcription factor that activates the plasma membrane sulfite pump, *SSU1* [37]. Gain of function mutations in *FZF1* result in hyperactivation of *SSU1* and increased sulfite resistance [36], [38]. To determine whether *FZF1* has diverged in its ability to confer sulfite resistance, we tested *FZF1* alleles from four *Saccharomyces* species: *S. cerevisiae*, *S. paradoxus*, *S. mikitae*, and *S. bayanus*, for their ability to complement a deletion of *FZF1* in *S. cerevisiae*. The *S. cerevisiae* allele of *FZF1* showed nearly complete complementation of the *FZF1* deletion, as measured by the delay in exponential growth following sulfite treatment (Figure S1). In comparison, *FZF1* alleles from the other three species all showed a shorter delay in growth relative to that of *S. cerevisiae*, indicating that these *FZF1* alleles confer greater resistance to sulfites (Figure 2, Kruskal-Wallis test, P = 5.3×10^−13^).

**Figure 2:**
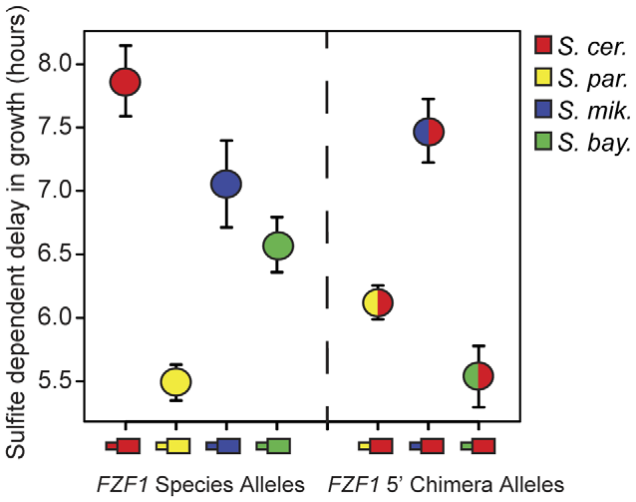
*FZF1* alleles from different species have diverged in function. The left side of the figure shows sulfite resistance of *FZF1* alleles from four different species: *S. cerevisiae* (red), *S. paradoxus* (yellow), *S. mikatae* (blue), and *S. bayanus* (green) in an *S. cerevisiae* strain background. The right side of the figure shows sulfite resistance of chimeric alleles of *FZF1* composed of the 5′ noncoding region from *S. paradoxus*, *S. mikatae* and *S. bayanus* combined with the *S. cerevisiae* coding region. Error bars show the 95% confidence interval of the mean.

To determine whether divergence in *FZF1* activity resulted from changes in its protein coding sequence or upstream noncoding sequence, we also tested chimeric constructs containing each species' *FZF1* upstream noncoding sequence combined with the *S. cerevisiae FZF1* coding sequence. These *FZF1* 5′ noncoding chimeras conferred significant differences in sulfite resistance (Figure 2, Kruskal-Wallis test, P = 2.5×10^−18^), indicating that the 5′ noncoding region alone makes a significant contribution to *FZF1* divergence. Both the *S. paradoxus - S. cerevisiae* and *S. mikatae* - S. *cerevisiae* chimeric alleles showed sulfite resistance intermediate to that of their full length parental alleles, although only the former chimera was significantly different from both parent alleles (Wilcoxon rank sum test, P = 1.9×10^−14^ for the *S. cerevisiae* parent and P = 4.2×10^−8^ for the *S. paradoxus* parent). In contrast, the *S. bayanus* 5′ noncoding region upstream of an *S. cerevisiae* coding sequence conferred greater resistance than either of the two full length parent alleles (Figure 2, Wilcoxon rank sum test, P = 4.6×10^−16^ for the *S. cerevisiae* parent and P = 2.4×10^−8^ for the *S. bayanus* parent).

### Multiple changes are responsible for divergence between *S. cerevisiae* and *S. paradoxus* alleles of *FZF1*

The *S. cerevisiae* and *S. paradoxus* alleles of *FZF1* confer the largest difference in sulfite resistance. This phenotypic divergence corresponds to the lineages showing the highest noncoding to synonymous substitution rates and the elevated nonsynonymous to synonymous substitution rate within a portion of the coding region. Thus, we further mapped the differences in sulfite resistance between the *S. cerevisiae* and *S. paradoxus FZF1* alleles.

The *S. cerevisiae FZF1* protein is 900 amino acids long and has 195 bases in the 5′ noncoding region. Between the *S. cerevisiae* and *S. paradoxus FZF1* alleles there are 67 amino acid differences and 82 differences in the 5′ noncoding region, 31 of which are insertion/deletion differences. To delineate which subset of these differences are responsible for divergence in sulfite resistance, we generated ten sets of reciprocal chimeric constructs between the two species (Figure 3). The *FZF1* chimeric breakpoints were located (1) in the middle of the 5′ noncoding region, (2) at the junction between the 5′ noncoding and the coding region, (3) in the coding region between the first zinc finger domain, known to bind DNA [37], and the region under positive selection [35], and (4) at the junction between the coding and 3′ noncoding region. Five sets of chimeric constructs contain a single region in the opposite background and the remaining sets of constructs contain five of the ten possible pairwise combinations of each region.

**Figure 3:**
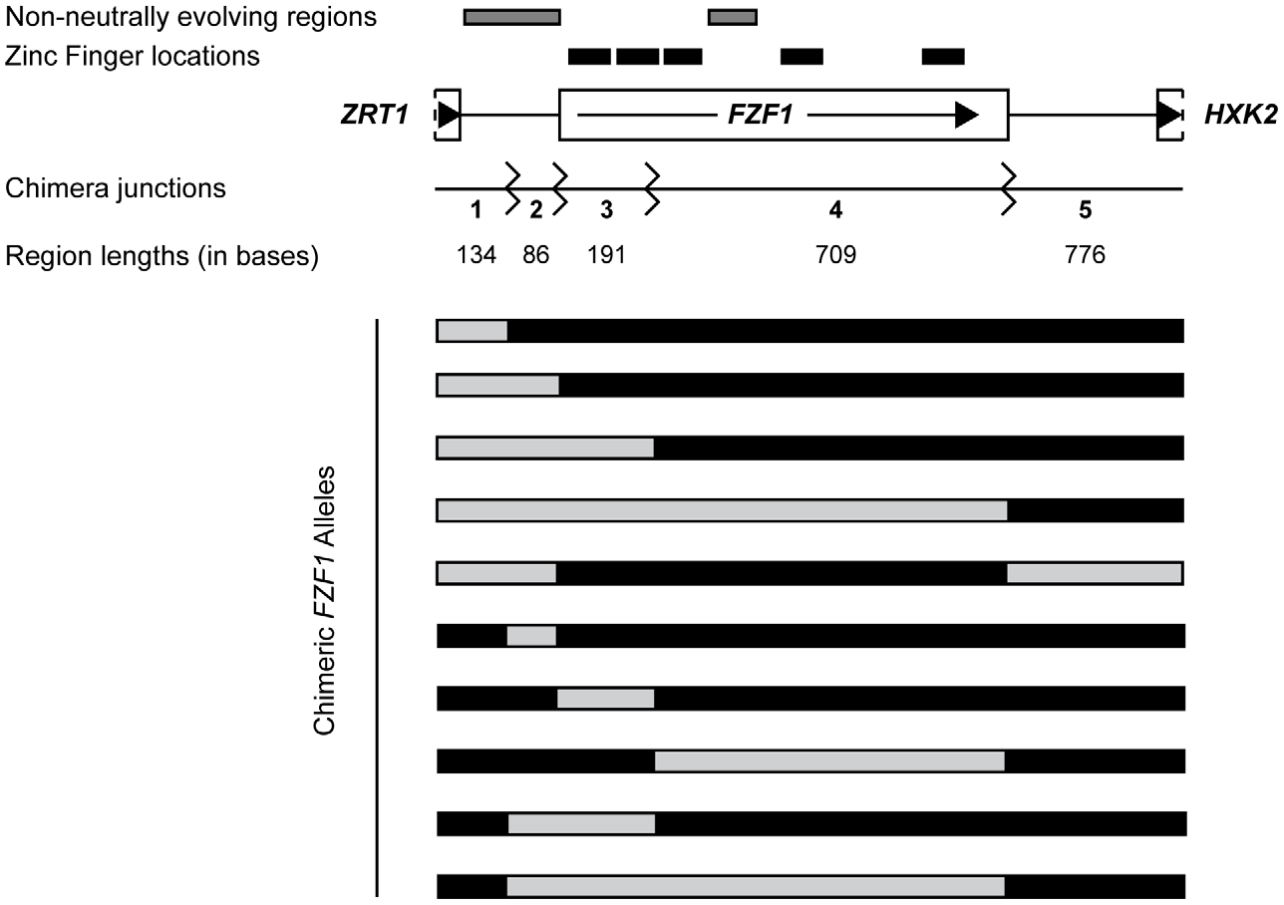
*FZF1* gene region and chimeric alleles. The *FZF1* gene region is shown along with the breakpoints used to generate reciprocal chimeric alleles. Regions with non-neutral evolution are indicated by gray boxes and the predicted zinc fingers are indicated by black boxes [73]. Region lengths between chimera junctions are given for *S. cerevisiae*. One set of chimeric alleles between *S. cerevisiae* and *S. paradoxus* are shown below. The reciprocal set is not shown.

Including the full length *S. cerevisiae* and *S. paradoxus* alleles of *FZF1*, the 22 constructs show a nearly continuous distribution of sulfite resistance (Figure 4). Using an additive model, the estimated effects of the first three *FZF1* regions individually account for 8.2%, 39.0%, and 49.5%, respectively, of the difference in sulfite resistance between the *S. cerevisiae* and *S. paradoxus* alleles (Table 1). The latter two regions are not statistically significant. Some of the variation in sulfite resistance can be attributed to non-additive interactions among regions. The additive model explains a total of 66% of the variance among alleles, significantly less than a model that allows for pairwise epistatic interactions, which explains 70% of the variance (Likelihood ratio test, 2Δln(L) = 56.48, 10 d.f., P = 1.7×10^−8^). However, out of all the pairwise interactions, only the interaction between the two coding regions is individually significant after correcting for multiple tests (Table 1). The interaction indicates that the two coding regions have a smaller effect in combination compared to that expected from each region individually.

**Figure 4:**
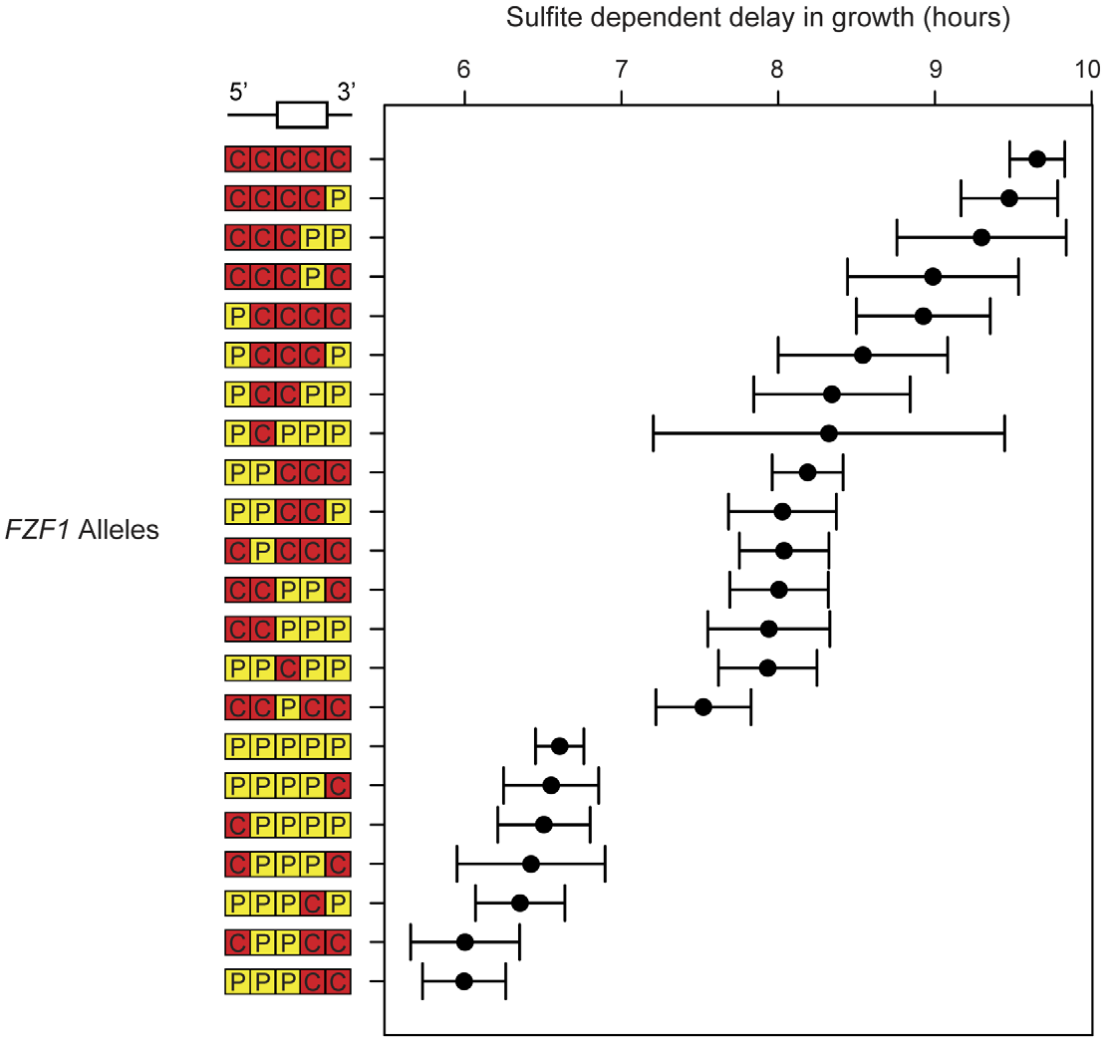
Multiple noncoding and coding changes contribute to sulfite resistance. Sulfite resistance is shown for chimeric alleles of *FZF1* from *S. cerevisiae* and *S. paradoxus*. Chimera breakpoints are shown in Figure 3 and are labeled 5′ to 3′ based on the origin of each region: *S. cerevisiae* (red, “C”) and *S. paradoxus* (yellow, “P”). Error bars show the 95% confidence interval of the mean.

**Table 1:** Estimated effects of *FZF1* divergence on sulfite resistance.

	Additive model		Epistatic model	
Region	Effect size	P-value	Effect size	P-value
1	−0.251	0.011	−0.650	3.5E−04
2	−1.189	7.2E−29	−1.283	1.7E−11
3	−1.509	2.9E−41	−1.904	2.3E−19
4	0.039	0.691	−0.423	0.020
5	0.012	0.905	−0.108	0.593
1*2			0.427	0.097
1*3			0.452	0.118
1*4			0.073	0.801
1*5			−0.107	0.676
2*3			−0.471	0.076
2*4			0.022	0.937
2*5			0.193	0.480
3*4			0.760	0.004
3*5			0.076	0.791
4*5			0.091	0.735

Effect size of each region is the estimated delay in growth due to sulfite treatment relative to the model intercept (full length *S. cerevisiae*). A star indicates an interaction between two regions. The estimated difference between the full length *S. cerevisiae* and *S. paradoxus* alleles is 3.05 hours.

### Changes in gene expression caused by *FZF1* divergence

*FZF1*-dependent changes in sulfite resistance may be mediated by changes in the expression of *FZF1* or the expression of other genes. To characterize changes in gene expression caused by *FZF1* divergence, we measured expression of *FZF1* and *SSU1*, a sulfite efflux pump activated by *FZF1* [37], [38]. Using quantitative PCR, we measured the expression of both genes before and after sulfite treatment of strains carrying an *S. cerevisiae*, *S. paradoxus*, or two reciprocal chimeric *FZF1* alleles, which divide the coding and 5′ noncoding regions of the *S. cerevisiae* and *S. paradoxus FZF1* allele.

All of the *FZF1* alleles increased in expression following sulfite treatment. However at time-points 15, 30 and 60 minutes after sulfite treatment, the *FZF1* alleles with an *S. paradoxus* promoter were expressed at higher levels than those containing an *S. cerevisiae* promoter (Wilcoxon rank sum test, P = 6.7×10^−9^, P = 1.7×10^−4^, P = 0.008, respectively, Figure 5A). No significant differences were found due to the *FZF1* coding region alone from the two species. Yet, 30 minutes after sulfite treatment, the two *FZF1* alleles with the *S. paradoxus* promoter showed significant differences in expression; the allele with an *S. cerevisiae* coding region remained at a higher level relative to the allele with an *S. paradoxus* coding region (Wilcoxon rank sum test, P = 0.0012). Similarly, the *FZF1* allele with an *S. cerevisiae* promoter and *S. paradoxus* coding region showed higher expression at the 30 minute time-point relative to the full length *S. cerevisiae* allele, although this difference was not significant (Wilcoxon rank sum test, P = 0.15). Differences in gene expression that depend on changes within a coding region have previously been found in yeast [43] and could result from feedback regulation.

**Figure 5:**
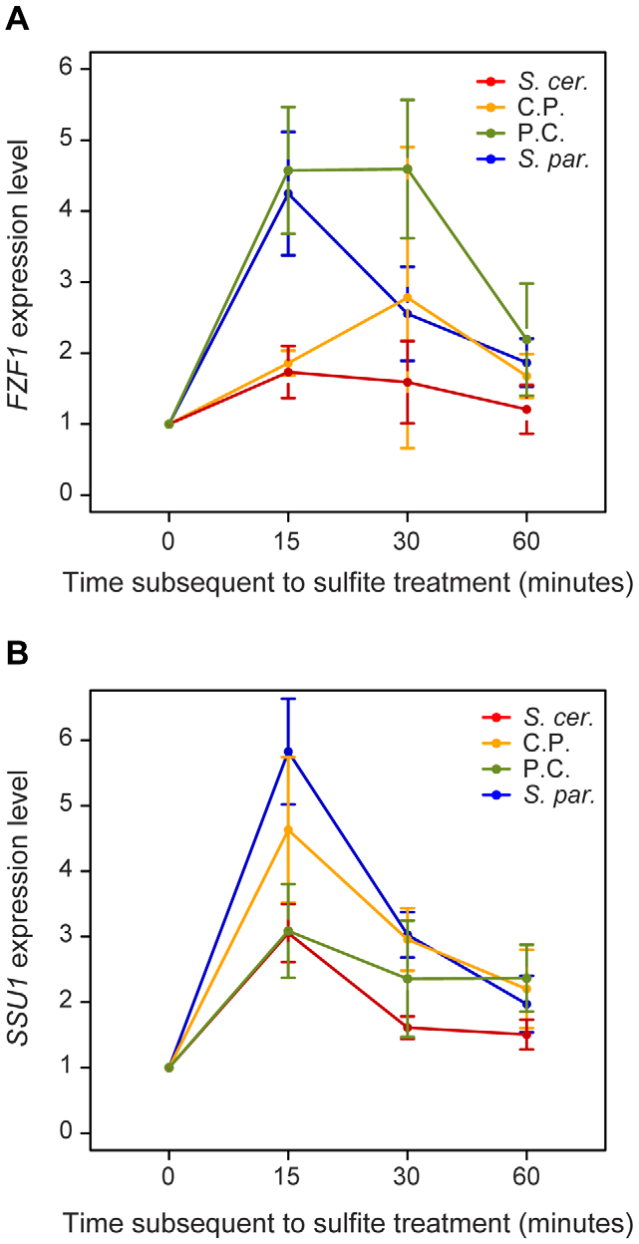
*FZF1* alleles affect the expression of both *FZF1* and *SSU1* subsequent to sulfite treatment. Expression of *FZF1* (A) and *SSU1* (B) was measured prior to and at three time-points after sulfite treatment for strains carrying four *FZF1* alleles: *S. cerevisiae* (*S. cer*, red), *S. paradoxus* (*S. par*, blue), *S. cerevisiae* 5′ noncoding with *S. paradoxus* coding (C.P., gold), *S. paradoxus* 5′ noncoding and *S. cerevisiae* coding (P.C., green). Expression levels were normalized to the 0 time-point. Each point is the mean of 3–4 individual observations. Error bars represent the 95% confidence interval of the mean.

The *FZF1* alleles also caused an increase in *SSU1* expression after sulfite treatment (Figure 5B). Unlike *FZF1* expression, *SSU1* expression primarily depended on the origin of the *FZF1* coding region. For both the 15 and 30 minute time-points, *FZF1* alleles containing the *S. paradoxus* coding region caused higher levels of *SSU1* expression relative to those containing the *S. cerevisiae* coding region (Wilcoxon rank sum test, P = 1.15×10^−5^, P = 8.94×10^−6^, respectively). No significant differences in *SSU1* expression were found as a result of the *FZF1* 5′ noncoding region alone.

If *FZF1*-dependent differences in sulfite resistance are mediated by activation of *FZF1* and *SSU1*, they may also be influenced by levels of *FZF1* and *SSU1* expression prior to sulfite treatment. Immediately prior to sulfite treatment, *FZF1* alleles with the *S. cerevisiae* coding sequences were expressed at 1.5-fold higher levels than those with the *S. paradoxus* coding sequence (Wilcoxon rank sum test, P = 1.3×10^−6^). The 5′ noncoding region caused no significant differences in *FZF1* expression prior to sulfite treatment. In comparison, expression of *SSU1* prior to sulfite treatment was 1.09-fold higher for *FZF1* alleles containing the *S. cerevisiae* coding region and 1.12-fold higher for *FZF1* alleles containing the *S. cerevisiae* 5′ noncoding region relative to the corresponding *S. paradoxus* regions (Wilcoxon rank sum test, P = 0.011, P = 6.5×10^−4^, respectively). Because the *S. paradoxus* allele of *FZF1* causes higher levels of sulfite resistance, levels of *FZF1* expression prior to sulfite treatment do not appear to be related to sulfite resistance.

The effect of *FZF1* divergence on *SSU1* expression suggests that *FZF1* may also affect the expression of other genes. To examine this possibility, we measured genome-wide changes in expression caused by the *S. cerevisiae* and *S. paradoxus FZF1* alleles and the two reciprocal 5′ noncoding chimeras. 

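RNA was compared from strains that carried 1 of 4 *FZF1* alleles at the *URA3* locus, in place of the deleted native gene. The alleles were the full length *S. cerevisiae* and *S. paradoxus* genes, the C.P. chimera (*S. cerevisiae* 5′ noncoding region with *S. paradoxus* coding region) and the P.C. chimera (*S. paradoxus* 5′ noncoding region with *S. cerevisiae* coding region). Each allele was sampled before (0 min) and 15 min after sodium sulfite at 1 mM, which gives 8 groups of 3 arrays and 24 arrays in all. The arrays were Agilent yeast V2 arrays read in 2 colours, with each sample set against a pool of all RNA samples. In every group the sample was in Cy3 on 2 arrays and in Cy5 on 1 array. The authors' values are log2 ratios of sample over pool, with the median over all features of each array at 0 and the dye-swapped arrays already turned to the same orientation. The paper's text does not name the background correction, the filter behind empty features or a normalization between dyes. Of 15744 features, 8152 could be assigned through the layout of the array to 1 of 4073 named genes, most of them with 2 features, and the other features were not used here. Features were averaged per gene, each array was centred on the median of its genes, and limma was fitted to the 8 group means. A gene passed the test at an adjusted p under 0.05 (Benjamini-Hochberg) among the 4071 genes with a value on at least 2 arrays of every group. The median correlation between arrays of the same group was 0.787 (24 pairs), and the number of arrays limits the precision. Gene lists for 29 pathways and processes, the rule for the genes named and the alternative settings were fixed before the data were examined, except where the text says otherwise.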

Gene expression was measured using microarrays before and 15 minutes after addition of sulfites. Out of 6127 open reading frames queried, 655 showed *FZF1*-dependent differences in expression across both time-points and 648 showed *FZF1*-dependent differences in expression that varied by time-point (ANOVA, P<0.01 for both). 

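*FZF1*, the transcription factor gene that was exchanged, had the smallest p of any gene for a difference between alleles over both times (adjusted p = 1.5e-06 from limma's F-test). It read −4.97 ± 0.57 (log2 ratio, SD, n = 3 arrays) at 0 min and −4.45 ± 0.53 (SD, n = 3) at 15 min with the *S. paradoxus* allele, against 0.90 ± 0.14 (SD, n = 3) at 15 min with the *S. cerevisiae* allele. The probes are of *S. cerevisiae* design, so *FZF1* levels can be compared only between alleles that share the *S. cerevisiae* coding region: at 15 min the P.C. chimera read 2.04 ± 0.19 (SD, n = 3), higher than the *S. cerevisiae* allele by 1.14. The arrays of these groups did not overlap (1.84 to 2.21 against 0.74 to 1.01; exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow, as for 10% of genes by chance). By limma, whose SE pools the spread of *FZF1* over all groups (0.733, and 0.499 without the array labelled *S. cerevisiae*, 0 min, replicate 2), the difference did not pass (adjusted p = 0.998 either way). Between the *S. paradoxus* allele and the C.P. chimera, both with a coding region other than that of the probes, no difference of levels is read, since signal over background was not analysed here. *ARO10*, a decarboxylase of aromatic amino acid breakdown, and *PDR5*, a drug efflux pump, were the other genes with an allele effect (adjusted p = 0.00518 and 0.0423 from limma's F-test). *SSU1*, the sulfite pump that *FZF1* activates, came next, not past the test (adjusted p = 0.078). In all, limma called 3 of 4071 genes for an allele effect over both times (240 at an unadjusted p under 0.05, where 203.6 would pass by chance). It called 0 for an allele effect that varied by time (218 at an unadjusted p under 0.05), with *FIR1* and the membrane heat shock gene *HSP30* closest at an adjusted p of 0.332. Within the lists, adjusted over the list alone, an allele effect passed in 5 of 23 genes of weak acid and drug efflux, 5 of 11 of gluconeogenesis and the glyoxylate cycle, 3 of 23 of iron uptake, 1 of 42 of amino acid synthesis, and *SSU1* and *YHB1*, the only *FZF1* targets measured. Such an adjustment is slight in a short list. Over all genes *PDR5* alone of these passed, with an adjusted p of 0.473 from limma's F-test for *YHB1* and for *MLS1* of the glyoxylate cycle. The corresponding counts for an effect that varied by time, adjusted over the list alone, were 4 of 28 general stress genes, and 2 genes each of glycolysis, weak acid and drug efflux, and the G2/M cell cycle, with 0 over all genes. On the array labelled *S. cerevisiae*, 0 min, replicate 2, *FZF1* read −3.63, within the range of the 12 arrays with the *S. paradoxus* coding region, and without this array limma called 7 genes. The limma count for the allele effect also moved to 13 without the P.C. chimera, 15 min, replicate 2, to 184 on the 16 Cy3 arrays and to 415 with array weights, and that for allele by time moved to 8 and 135 under the last pair of settings. With 1 value per culture, the mean of its arrays at 0 and 15 min, chosen after the values were seen, *FZF1* was the 1 gene called for an allele effect (128 at an unadjusted p under 0.05).

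**Figure D1:**
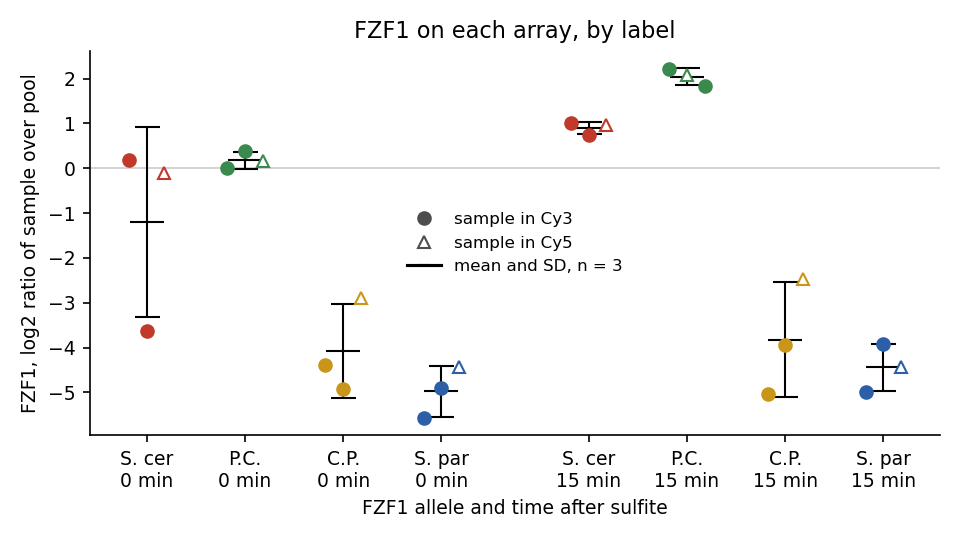
Log2 ratio of *FZF1* on each of the 24 arrays (vertical axis), by allele and time (horizontal axis). Filled circles are arrays with the sample in Cy3, open triangles arrays with the sample in Cy5, and bars the mean and SD of 3 arrays. The 12 arrays with the *S. paradoxus* coding region lie between −5.57 and −2.47, and the array at −3.63 is labelled *S. cerevisiae*, 0 min, replicate 2.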

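*FZF1* had a P of 4.38e-19 for the Allele term of the study's model, *ARO10* a P of 2.81e-11 and *PDR5*, the drug pump, a P of 1.47e-09. *HSP30* had a P of 2.7e-08 for the Allele × Time term. The study's model, an analysis of variance that takes each feature of an array as an observation, gave 491 Allele genes and 491 Allele × Time genes at P under 0.01, each 12.1% of 4073 genes and 163 of them shared. With 1 value per gene and array the same model gave 72 and 61 genes, where 40.7 would pass by chance. Without the array labelled *S. cerevisiae*, 0 min, replicate 2, the model gave 664 Allele genes. To estimate how many genes pass P under 0.01 without an allele effect, the 24 sample labels were permuted 100 times with the features of an array kept together. The labels crossed times and dyes as well as alleles, so the sulfite response and dye differences can raise the permuted counts. On average 649.2 Allele genes passed (median 313.5, from 22 to 2781), 132.2% of the observed number, and 38 of 100 permutations gave at least as many as the real labels. For Allele × Time genes the average was 560.3 (median 318.5, from 13 to 2756), or 114.1%, and 34 of 100 permutations gave as many or more. A pair of other ways was chosen after the values were seen. When the allele labels were moved over cultures, with the arrays of an allele and replicate number at both times taken as a culture and the dyes still mixed, the averages were 146.3% and 46.4% of the observed numbers. Shuffling the values of each feature on their own gave 8.8% for Allele genes and 8.9% for Allele × Time genes. This breaks the correlation between the features of an array, so the permuted counts (43.3 and 43.6 on average) lie near the chance count by construction.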

For both tests, permutation resampling of the data indicated a false discovery rate of 9.8%. 

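The largest increases at 15 min were those of *ADH5*, an alcohol dehydrogenase, at 5.05 (log2 response averaged over the 4 alleles, SE 0.10, adjusted p = 2.54e-19 from limma), *ALD3*, an aldehyde dehydrogenase, at 4.97, and *TMT1*, a methyltransferase, at 4.95. *NCE103* (carbonic anhydrase), *GND2* (pentose phosphate pathway), *CTT1* (catalase), *GCY1* (glycerol dehydrogenase), *ATG41* (autophagy), *TKL2* (transketolase) and *ARG1* (arginine synthesis) rose by between 4.74 and 4.08. The largest decreases were those of *DHR2*, an RNA helicase of rRNA processing, at −4.13 (SE 0.15, adjusted p = 8.74e-16 from limma), and *AAH1*, an adenine deaminase, at −3.96. *PRM7*, the helicase gene *DBP2*, the ribosome assembly genes *RRP12*, *NOG1*, *NSR1* and *ARX1*, the purine salvage gene *HPT1* and *GFD2* lay between −3.37 and −3.01. From 0 to 15 min after sulfite 3220 of 4071 genes changed, 1609 of them upward and 1611 downward, and 402 rose and 408 fell at least 2-fold. Centring each array on its median favours such an even split. No untreated sample at 15 min was on the arrays, so changes with time alone are not set apart from those due to sulfite. The response had the same sign with all 4 alleles for 3110 of the 3220 genes (96.6%). In the study's model 819 genes had an Allele or Allele × Time effect, and 714 of these (87.2%) had a Time effect, against 80.5% of all genes. Of the 714 genes, 118 rose and 115 fell more than 2-fold as an average over the alleles, and 142 rose and 157 fell more than 2-fold with at least 1 allele. Without the array labelled *S. cerevisiae*, 0 min, replicate 2, the decreases numbered 195.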

Out of the combined set of 1,096 genes that showed *FZF1*-dependent differences in expression, 87% showed significant changes following sulfite treatment (ANOVA, P<0.01), of which 219 and 271 showed a >2-fold decrease and increase, respectively, in expression following sulfite treatment. 

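All 61 measured genes of ribosome biogenesis fell after sulfite, with a median log2 response of −2.29, among them the assembly factors *PWP2* at −2.95 and *NOP4* at −2.77 (camera, adjusted p = 8.26e-24). All 21 genes of RNA polymerase I and III fell too, with a median of −1.66 (camera, adjusted p = 6.67e-10), as did all 19 single-copy ribosomal protein genes, with a median of −0.65 and *RPS13* at −0.82 (camera, adjusted p = 0.00263, and adjusted p = 0.523 with an estimated correlation). All 28 genes of the general stress response rose, with a median of 2.77 (camera, adjusted p = 4.84e-15), led by *ALD3*, *GND2*, *CTT1* and the lactonase gene *SOL4* at 3.68. Of 44 genes of the citric acid cycle and respiration, 40 rose and 1 fell (42 and 1 when adjusted over the list alone), with *LSC2* at 2.00 and citrate synthase *CIT1* at 1.86 (median 0.72, camera, adjusted p = 4.21e-08). Of 13 genes of the pentose phosphate pathway and NADPH supply, 11 rose and 2 fell (median 1.20, camera, adjusted p = 0.00173, and adjusted p = 0.285 with an estimated correlation), *GND1* at 2.75 among them. Of 23 genes of oxidative stress, thioredoxin and glutathione, 13 rose and 5 fell (median 0.43, camera, adjusted p = 0.0357, and adjusted p = 0.0842 with an estimated correlation), with the peroxiredoxin gene *TSA2* at 3.14. Of 17 genes of acetaldehyde and ethanol, 9 rose and 3 fell (9 and 2 when adjusted over the list alone), with the pyruvate decarboxylase gene *PDC6* at 1.82 (median 0.30, camera, adjusted p = 0.0335, and adjusted p = 0.542 with an estimated correlation). The heat shock list did not pass camera (adjusted p = 0.0536, median 0.49), though 12 of its 21 genes rose and 6 fell, with *HSP26* at 3.52, *SSA4* at 3.31 and *HSP42* at 3.10. The counts adjusted over the list alone were the same as over all genes for the other lists named here. Camera used a preset correlation of 0.01 between the genes of a list, and of the lists named here, ribosome biogenesis (adjusted p = 0.0384), RNA polymerase (0.0263), general stress (0.0457) and citric acid cycle (0.0317) passed with an estimated correlation as well. These lists were drawn up from general knowledge of yeast and differ from the ontology terms of Dataset S2.

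**Figure D2:**
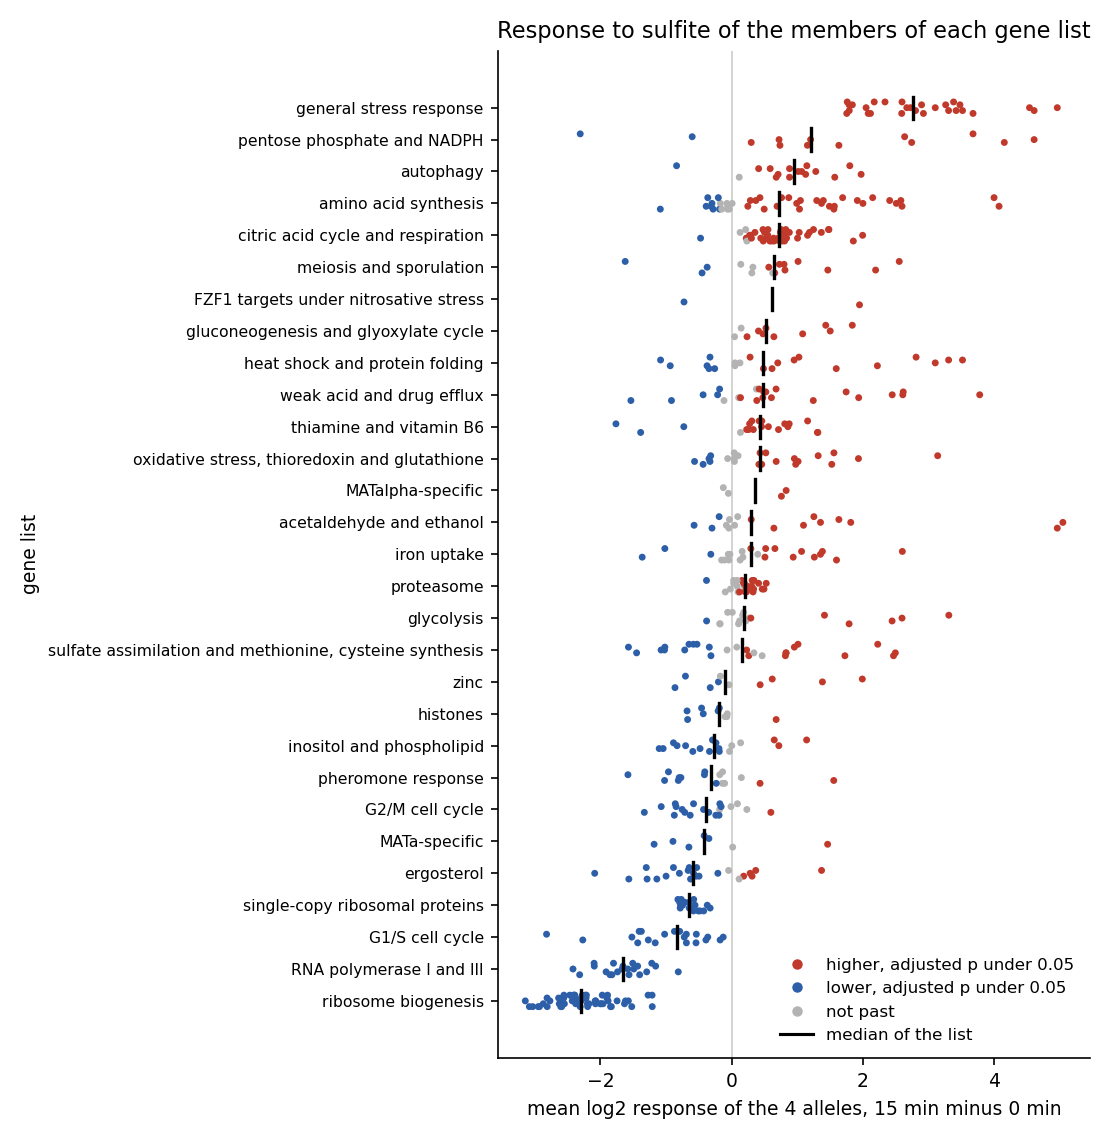
Mean log2 response of the 4 alleles, 15 min minus 0 min (horizontal axis), for the measured genes of 29 gene lists (vertical axis). Points are genes, red where higher and blue where lower at an adjusted p under 0.05, grey where not past, and black ticks are list medians. The median is 2.77 for the general stress response and −2.29 for ribosome biogenesis.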

Consistent with other studies of the stress response [44], [45], many of the genes that decreased in expression are involved in ribosome biogenesis (64 genes) and many of the genes that increased in expression are involved in oxidation reduction (51 genes) and response to abiotic stimulus (49 genes)(Dataset S2). Overall, strains carrying the *S. cerevisiae FZF1* allele showed more pronounced changes in expression than those carrying the *S. paradoxus* allele (Figure S2), consistent with the possibility that many of the expression differences are not due to direct differential activation or repression by *FZF1*, but rather a consequence of downstream differences in sulfite resistance initiated by *FZF1*. 

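The 116 genes induced at least 4-fold on average had a median log2 response of 2.75 with the *S. cerevisiae* allele, 2.68 with the P.C. chimera, 2.52 with the C.P. chimera and 2.46 with the *S. paradoxus* allele. The response was larger with the *S. cerevisiae* than with the *S. paradoxus* allele for 89 of the 116 genes (76.7%), as for *ADH5* (5.36 against 4.52) and *ATG41* (4.63 against 3.63). The 115 genes repressed at least 4-fold had medians of −2.64 with the *S. cerevisiae* allele, −2.32 with P.C., −2.35 with C.P. and −2.31 with the *S. paradoxus* allele, and 94 of them (81.7%), *GFD2* (−3.62 against −2.93) and *HPT1* (−3.49 against −2.94) included, fell further with the *S. cerevisiae* allele. Per culture, the median of the induced genes was 2.74 ± 0.087 (SD, n = 3) with the *S. cerevisiae* and 2.48 ± 0.090 (SD, n = 3) with the *S. paradoxus* allele (exact permutation test of the difference, two-sided, p = 0.1, the smallest that 3 against 3 allow). The difference between the alleles over the induced genes was 0.29 (an unadjusted p of 0.00405 from fry, which asks whether the genes move on balance in 1 direction), and that over the repressed genes was −0.34 (a p of 0.144 from fry, and an exact permutation p of 0.1). For single genes, the response differed between these alleles for 0 of 4071 genes by limma (391 at an unadjusted p under 0.05, smallest adjusted p 0.327), *ADH5* and *ATG41* included. Among the gene lists, the difference of responses passed camera for 12 of 29. Ribosome biogenesis fell less with the *S. paradoxus* allele, by a median of 0.31 (camera, adjusted p = 1.9e-07, and adjusted p = 0.37 with an estimated correlation), and the response of glycolysis was lower by a median of −0.65 (camera, adjusted p = 2.51e-07, and adjusted p = 0.37 with an estimated correlation). None of the 29 lists passed with an estimated correlation or by fry. Without replicate 1 the difference over induced genes was 0.23 and no longer passed (fry p of 0.118), and over the 408 genes repressed at least 2-fold the difference was −0.01. From the larger changes with the *S. cerevisiae* allele, the paper proposes as a possibility that many of the expression differences are not direct effects of *FZF1* on those genes but follow from downstream differences in sulfite resistance that *FZF1* sets off.

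**Figure D3:**
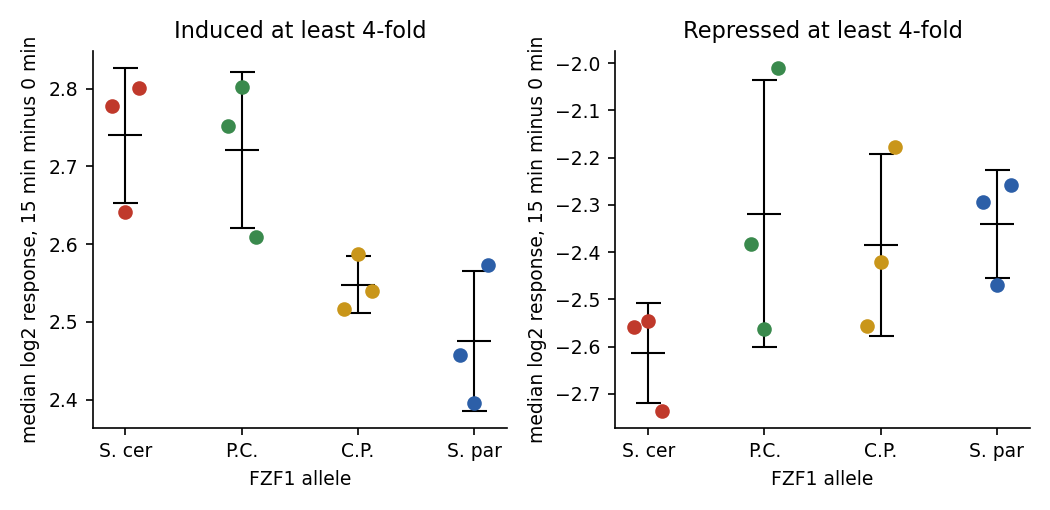
Median log2 response, 15 min minus 0 min (vertical axis), of the 116 genes induced (left) and the 115 genes repressed (right) at least 4-fold, by *FZF1* allele (horizontal axis). Points are cultures, arrays at 0 and 15 min matched by replicate number, and bars the mean and SD of 3 cultures. Among induced genes the *S. cerevisiae* cultures average 2.74 and the *S. paradoxus* cultures 2.48.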

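*SSU1*, which encodes the plasma membrane sulfite pump, rose with every allele: by 2.22 (log2 response, SE 0.20, adjusted p = 6.84e-09 from limma) with the *S. paradoxus* allele, 2.08 with the C.P. chimera, 1.86 with the P.C. chimera and 1.64 (SE 0.20, adjusted p = 4.89e-07 from limma) with the *S. cerevisiae* allele. The difference between the full length alleles, 0.58 (SE 0.28), did not pass the test (adjusted p = 0.52 from limma). Among the 402 genes induced at least 2-fold, the response was larger with the *S. cerevisiae* allele for 266 genes (66.2%) and with the *S. paradoxus* allele for 136. It differed by at least 0.5 for 68 of them, in 59 cases in favour of the *S. cerevisiae* allele and in 9 in favour of the *S. paradoxus* allele. These 9, singled out after their values were seen, were *RAD26* (DNA repair), *POT1* (fatty acid oxidation), *GRE1* and *SIP18* (hydrophilins), *SSU1*, *HSP26*, *URA3*, *VTI1* (vesicle fusion) and *PET18*. *RAD26* had responses of 1.65 and 0.85 with the *S. paradoxus* and *S. cerevisiae* alleles, and *POT1* of 1.92 and 1.23. None of the 9 differences passed limma's test, the adjusted p running from 0.503 for *RAD26* to 0.865 for *URA3*, the locus of integration. The place of *URA3* among the 9 depends on the array labelled *S. cerevisiae*, 0 min, replicate 2. It read 1.20 there, against −1.97 and −1.89 on the other arrays of that group.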

A small number of genes, including *SSU1*, showed a larger increase in expression in strains carrying the *S. paradoxus* compared to the *S. cerevisiae FZF1* allele. 

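At 15 min *SSU1* read 1.15 ± 0.28 (log2 ratio, SD, n = 3 arrays) with the *S. paradoxus* allele, 0.59 ± 0.53 (SD, n = 3) with the C.P. chimera, 0.39 ± 0.22 (SD, n = 3) with the P.C. chimera and 0.01 ± 0.13 (SD, n = 3) with the *S. cerevisiae* allele. Its difference between the full length alleles was 1.14 (SE 0.20, adjusted p = 0.0277 from limma). Of the 4071 genes, *FZF1* was the only other gene past this test at 15 min (−5.35, SE 0.73, adjusted p = 0.00196; 349 genes at an unadjusted p under 0.05), and its probes match 1 of the species. By size alone *SSU1* ranked 10, behind *FZF1* and genes whose differences did not pass, such as *PRM3*, a nuclear fusion gene, at −1.83, *JIP3* at −1.77 (SE 0.66, adjusted p = 0.469) and *FYV12* at −1.51 (chosen after its value was seen). Before sulfite the *SSU1* difference was 0.55 (SE 0.20, adjusted p = 1 from limma). Over both times *SSU1* ranked 4 by p for the allele effect and had a P of 4.99e-10 for the Allele term of the study's model. By coding region, *SSU1* at 15 min was 0.87 ± 0.49 (SD, n = 6 arrays) with that of *S. paradoxus* and 0.20 ± 0.26 (SD, n = 6) with that of *S. cerevisiae* (exact permutation test, two-sided, p = 0.0216, where 0.00216 is the smallest possible). The same comparison at 0 min gave −1.29 ± 0.27 and −1.55 ± 0.17 (SD, n = 6 each; exact permutation test, p = 0.0736). Alleles with the *S. paradoxus* 5′ noncoding region had *SSU1* higher by 0.47 at 15 min (exact permutation test, p = 0.117) and by 0.29 at 0 min (exact permutation test, p = 0.0455). The difference at 15 min was no longer past limma's test after quantile normalization (adjusted p = 0.0854), without any of 4 single arrays (*S. cerevisiae* replicates 1 and 3, adjusted p = 0.159 and 0.286, and *S. paradoxus* replicates 2 and 3, adjusted p = 0.0924 and 0.0667), without replicate 1, 2 or 3 in all groups (adjusted p = 0.144, 0.526 and 0.0606), or on the Cy3 arrays without the array labelled *S. cerevisiae*, 0 min, replicate 2 (adjusted p = 0.0521). Over 37 settings it ran from 0.91 to 1.25, with adjusted p from 0.000445 to 0.526.

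**Figure D4:**
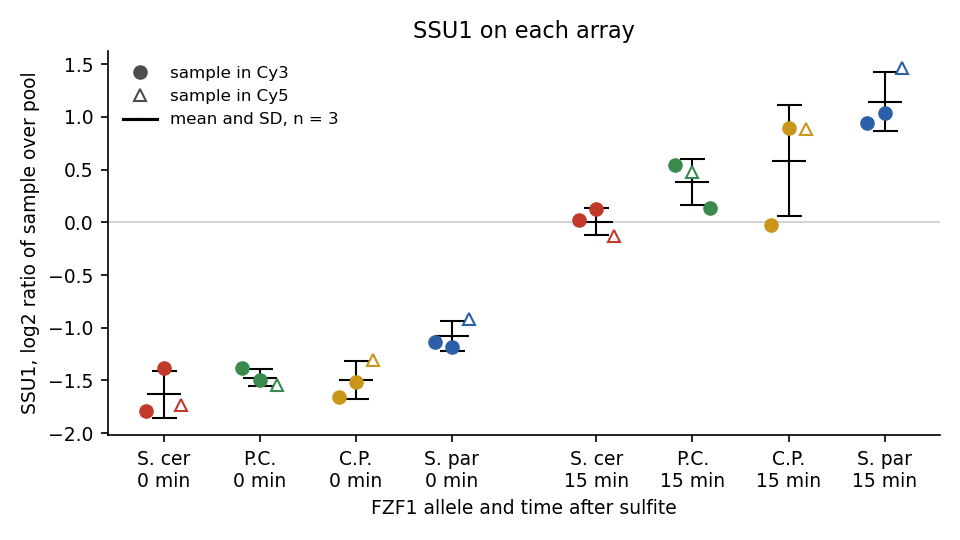
Log2 ratio of *SSU1* on each of the 24 arrays (vertical axis), by allele and time (horizontal axis). Filled circles are arrays with the sample in Cy3, open triangles arrays with the sample in Cy5, and bars the mean and SD of 3 arrays. At 15 min the means run from 0.01 with the *S. cerevisiae* allele to 1.15 with the *S. paradoxus* allele.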

Excluding two putative genes, *SSU1* showed the largest differences in expression between the *S. cerevisiae* and *S. paradoxus* alleles at 15 minutes and was one of the most significant *FZF1*-dependent differences across both time-points.

*FZF1*-dependent changes in gene expression may be caused by protein coding changes or by regulatory changes in the *FZF1* 5′ noncoding region. To distinguish between these possibilities, we classified *FZF1*-dependent expression changes into those that can be attributed to the 5′ noncoding region, coding region, or an interaction between the two regions. 

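*PDR5*, which encodes a plasma membrane drug pump, was the 1 gene for which limma found an effect of combining the regions over both times. Its difference of differences between the full length alleles and the chimeras was −1.19 (log2, SE 0.19, adjusted p = 0.0169), a negative value meaning lower expression with the full length alleles. *ARG3*, of arginine synthesis, had 1.03 (SE 0.19, adjusted p = 0.0502 from limma) and did not pass. Next came *FIT2* (iron binding in the cell wall) at −0.59, *AIR1* (RNA quality control) at 0.53, *DOA4* (ubiquitin removal) at −0.45 and *YDC1* (a ceramidase) at −0.69, each with an adjusted p of 0.085. At an unadjusted p under 0.05, 590 of 4071 genes had such an effect by limma. In the study's second model, applied to the 491 Allele genes at P under 0.01, 121 genes had at least 1 term, and 108 of them (22.0% of the Allele genes) had the Coding × Noncoding term, 11 (2.2%) the Coding term and 9 (1.8%) the Noncoding term. With time added to this model the counts were 390, 90 and 32. *PDR5* no longer passed when any 1 of 8 arrays was left out, at values from −1.15 to −1.18 (adjusted p = 0.0508 to 0.0551), without replicate 1 (−1.03, adjusted p = 1), without replicate 2 (−1.33, adjusted p = 0.0533), and with 1 value per culture, a setting chosen after the values were seen (−1.19, SE 0.20, adjusted p = 0.298), and the limma count was 510 on the 16 Cy3 arrays, 531 with array weights and 51 with a dye term.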

Most of the genes that showed *FZF1*-dependent differences in gene expression across both time-points were characterized by an interaction between the coding and 5′ noncoding regions (ANOVA, P<0.01, Figure 6). Interestingly, in many cases, the chimeric alleles caused these genes to be expressed at higher or lower levels compared to both of the full length alleles of each species. In contrast, most of the genes showing allele-specific differences in gene expression that varied by time-point were characterized by effects that depended on the coding region of *FZF1* (ANOVA, P<0.01, Figure 6). Together, these results suggest that both the *FZF1* coding and 5′ noncoding region contribute to downstream changes in gene expression.

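*PDR5* was higher with both chimeras than with either full length allele at both times. At 0 min it read 0.49 ± 0.15 (log2 ratio, SD, n = 3 arrays) with C.P. and 0.67 ± 0.20 (SD, n = 3) with P.C., against 0.15 ± 0.21 (SD, n = 3) with the *S. cerevisiae* and 0.20 ± 0.21 (SD, n = 3) with the *S. paradoxus* allele. At 15 min the means were −0.26 and −0.03 for the chimeras, and −0.72 and −1.14 for the full length alleles. Averaged over both times, *PDR5* differed by −0.60 between the full length alleles and the chimeras. Among 23 genes of weak acid and drug efflux, 6 were lower with the full length alleles when adjusted over the list alone (1 over all genes), with a median difference of differences of −0.36 (fry, adjusted p = 0.0299; camera, adjusted p = 3.33e-08, and adjusted p = 0.381 with an estimated correlation). Of 23 genes of iron uptake, 8 were lower when adjusted over the list alone (0 over all genes), with a median of −0.26 (camera, adjusted p = 6.08e-06, and adjusted p = 0.431 with an estimated correlation). Others were higher with the full length alleles, among them the citric acid cycle and respiration, with 4 of 44 genes when adjusted over the list alone (0 over all genes; median 0.16, camera, adjusted p = 0.00166, and adjusted p = 0.431 with an estimated correlation), and amino acid synthesis, with 5 of 42 (0 over all genes; median 0.07, camera, adjusted p = 0.0105, and adjusted p = 0.604 with an estimated correlation). In all, 14 of 29 lists passed camera, 7 higher and 7 lower with the full length alleles, 0 with an estimated correlation and 1 by fry. Over cultures, 0 of 29 passed an exact permutation test (smallest adjusted p = 0.22), though no single list can pass it. The tests of lists for effects of the regions were chosen after the data were seen. Of the 108 Allele genes with the interaction term, 48 had both chimeras above both full length alleles and 55 had both below, 95.4% together, but with a margin of 0.2 on the log2 scale 17 genes remained outside. Few Allele genes had a Coding or Noncoding term, so the choice of genes by the interaction term nearly fixes the share of 95.4%. It is no separate evidence. Among all 4071 genes, 62.4% had both chimeras outside, and 5 of 100 regroupings of the cultures, which mix the dyes between alleles, gave a share as high (median 29.5%, permutation).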

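The genes closest to a coding effect that varied by time were *GLC3* (glycogen branching) at −0.67 (*S. paradoxus* minus *S. cerevisiae* coding region, log2, SE 0.15), *FIR1* at 0.45 (SE 0.10), *GLK1* (glucokinase) at −0.71, *GSY1* (glycogen synthase) at −0.69 and *AGP1* (amino acid permease) at −0.67, each with an adjusted p of 0.408 from limma. *TPO4*, a polyamine transporter, followed at −0.73 (adjusted p = 0.465). *GLC3* rose by 3.00 with the *S. cerevisiae* allele and 3.13 with the P.C. chimera, against 2.24 with the *S. paradoxus* allele and 2.55 with the C.P. chimera. The response of glycolysis was lower with the *S. paradoxus* coding region by a median of −0.43 (camera, adjusted p = 6.74e-07, and adjusted p = 0.47 with an estimated correlation), and that of the general stress response by −0.26 (camera, adjusted p = 6.74e-07, and adjusted p = 0.47 with an estimated correlation). Of 28 general stress genes, 4 had a smaller response when adjusted over the list alone (0 over all genes). With limma 0 of 4071 genes had a coding effect that varied by time (271 at an unadjusted p under 0.05), 0 a noncoding effect of this kind (45) and 0 one of combining the regions (193). By chance 203.6 would pass at an unadjusted p under 0.05, so the test of the noncoding effect may be too strict. In the study's second model for the 491 Allele × Time genes, 288 (58.7%) had the Coding term, 206 (42.0%) the Coding × Noncoding term and 71 (14.5%) the Noncoding term, each in interaction with time, and 448 had at least 1 of them. By limma the coding count was 163 on the 16 Cy3 arrays, 36 on these arrays without the array labelled *S. cerevisiae*, 0 min, replicate 2, and 22 with array weights. The main terms of the same model, without time, gave 26, 208 and 20 genes.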

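*ARO10*, which acts in the breakdown of aromatic amino acids, was higher with the *S. paradoxus* coding region by 0.55 over both times (log2, SE 0.083, adjusted p = 0.00388 from limma). Its neighbour in that pathway, the aminotransferase gene *ARO9*, differed by 0.43 (SE 0.096) and did not pass the test (adjusted p = 0.25). The difference of differences between the full length alleles and the chimeras was 0.69 for *ARO10* (adjusted p = 0.131 from limma). It passed with a dye term (adjusted p = 0.0395) and with array weights (0.77, adjusted p = 0.00413). The coding difference of *ARO10* is thus an average that may depend on the 5′ noncoding region. *FZF1* was the other gene with a coding effect, at −4.81 (SE 0.37, adjusted p = 1.18e-07 from limma), on probes that match the *S. cerevisiae* coding region. *SSU1* differed by 0.47 (SE 0.099, adjusted p = 0.189 from limma) between coding regions over both times, and by 0.38 (SE 0.099, adjusted p = 1) between 5′ noncoding regions. The genes of the citric acid cycle and respiration were higher with the *S. paradoxus* coding region by a median of 0.14 (camera, adjusted p = 4.7e-29, and adjusted p = 0.000113 with an estimated correlation, and fry, adjusted p = 0.000506), with 4 of 44 genes past the test when adjusted over the list alone and 0 over all genes. Camera and fry count the 0 and 15 min arrays of a culture as independent here. Over cultures, 0 of 29 lists passed an exact permutation test for the coding region over both times (smallest adjusted p = 0.188), though no single list can pass it. No gene passed for the 5′ noncoding region (0 of 4071 by limma, 41 at an unadjusted p under 0.05, where 203.6 would pass by chance). With fewer genes than chance gives, the test may be too strict here, and its result does not show that this region has no effect. Those with the smallest p were, besides *SSU1*, *MLS1* (malate synthase) at −0.63, *FBP1* (gluconeogenesis) at −0.65, *GCV1* (glycine breakdown) at 0.18, *IDP2* at −0.33 and *TOS2* at 0.21. The call of *ARO10* ended on the 16 Cy3 arrays (0.47, adjusted p = 0.16), without replicate 2 (0.49, adjusted p = 1) and without replicate 3 (0.48, adjusted p = 0.293), and with 1 value per culture, a setting chosen after the values were seen (0.55, SE 0.0997, adjusted p = 0.291). The *SSU1* coding effect over both times passed without the C.P. chimera, 15 min, replicate 1 (0.54, adjusted p = 0.00185).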

**Figure 6:**
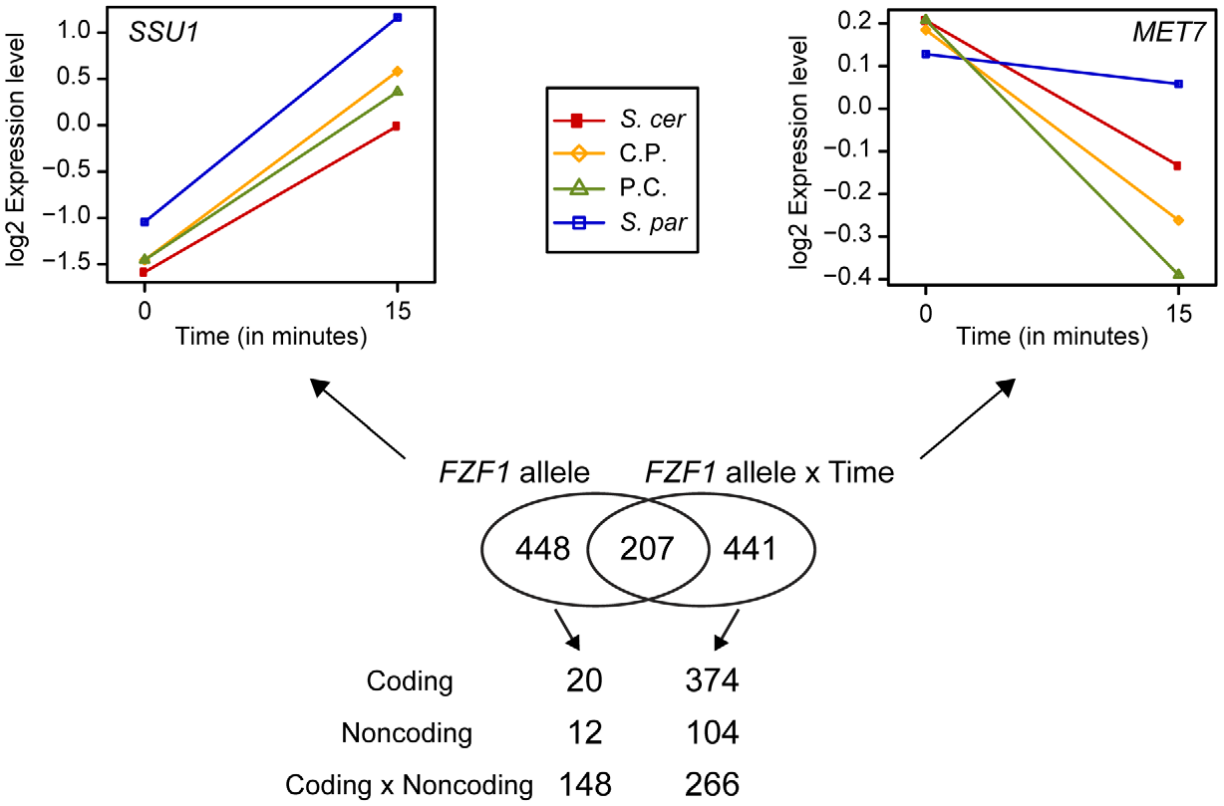
Changes in gene expression caused by *FZF1* divergence. A Venn diagram of the number of genes with expression differences that depended on the *FZF1* allele or an interaction between the *FZF1* allele and time. An example of a gene with expression differences due to the *FZF1* allele alone (*SSU1*) or an interaction between the *FZF1* allele and time (*MET7*) are shown above the Venn diagram: *S. cerevisiae* (*S. cer*, red), *S. paradoxus* (*S. par*, blue), *S. cerevisiae* 5′ noncoding with *S. paradoxus* coding (C.P., gold), *S. paradoxus* 5′ noncoding and *S. cerevisiae* coding (P.C., green). The number of genes with expression differences that can be attributed to the coding region, upstream noncoding region or an interaction between the two regions is shown below the Venn diagram.

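*MET7*, an enzyme of folate metabolism, fell by a mean of 0.32 on the log2 scale over the 4 alleles (SE 0.041, adjusted p = 3.91e-07 from limma). Its response was −0.56 with the P.C. chimera, −0.40 with the C.P. chimera, −0.28 with the *S. cerevisiae* allele and −0.05 with the *S. paradoxus* allele. At 15 min *MET7* read 0.04 ± 0.052 (log2 ratio, SD, n = 3 arrays) with the *S. paradoxus* allele and −0.37 ± 0.14 (SD, n = 3) with the P.C. chimera. The study's model gave *MET7* a P of 8.83e-08 for Allele × Time and 4.69e-05 for Allele, and the allele by time effect did not pass limma's F-test (adjusted p = 0.663). *SSU1* had a P of 0.0113 for Allele × Time in the study's model. Of the 819 genes, 328 had the Allele effect alone and 328 the Allele × Time effect alone.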

## Discussion

Identification of genes that have diverged in function between species is a key element to understanding species' diversity and evolution. Divergence in transcription factors are of particular interest as they can coordinately regulate the expression of many changes, but by doing so may be limited in how they can evolve. In this study, we used patterns of non-neutral sequence evolution to identify genes likely to have diverged in their regulation. We investigated one candidate, *FZF1*, by testing species-specific alleles for their ability to complement a deletion of *FZF1* in *S. cerevisiae*. We found that *FZF1* has diverged in its ability to confer resistance to sulfites, and used chimeric constructs to show that divergence in sulfite resistance is due to changes in multiple coding and upstream noncoding regions. Finally, we found that divergence at *FZF1* affects the expression of *FZF1*, *SSU1* and many other genes. Our results provide insight into how both phenotypic and regulatory divergence is caused by evolution of a transcription factor.

### Identification of *FZF1* and evidence for non-neutral evolution

We identified *FZF1* based on a genome-wide screen for patterns of non-neutral divergence. *FZF1* shows evidence of non-neutral divergence in its promoter region based on an accelerated substitution rate in some lineages but not others. In the coding region, evidence of non-neutral divergence is also present and is based on an elevated ratio of nonsynonymous to synonymous substitutions. However, upon closer examination we found a number of uncertainties regarding the evidence for non-neutral patterns of divergence. In the noncoding region, the evidence for substitution rate heterogeneity depends on the alignment. In the coding region, the cause of the elevated nonsynonymous to synonymous substitution rate is ambiguous because the synonymous substitution rate decreases in the same region that the nonsynonymous substitution rate increases. Interestingly, the strongest evidence for non-neutral evolution comes from divergence between the *S. cerevisiae* and *S. paradoxus* alleles, which also show the greatest difference in sulfite resistance. Thus, the pattern of divergence for *FZF1* is at least consistent with non-neutral evolution. With respect to a potential cause of non-neutral divergence, both positive selection and loss of constraint can result in elevated substitution rates. However, loss of constraint by itself does not provide a good explanation for the loss of sulfite resistance along the *S. cerevisiae* lineage and the gain of sulfite resistance along the *S. paradoxus* lineage relative to the intermediate levels of sulfite resistance in *S. mikatae* and *S. bayanus*.

While patterns of non-neutral divergence led us to test *FZF1* alleles for functional divergence, the value of such an approach remains difficult to assess. First, the evidence for non-neutral evolution is not definitive. Second, we only tested a single candidate. Third, the coding region with the largest effect on sulfite resistance does not include the region with evidence for non-neutral evolution. One factor that may be critical in selecting candidates is whether there is a clearly defined phenotype to test. Many of the other genes that exhibit substitution rate heterogeneity are known to impact a variety of phenotypes, making it difficult to know which one to test. Testing *FZF1* was facilitated by its narrowly defined function in sulfite resistance. Thus, while some fascinating examples have emerged, e.g. [46], further work is needed to evaluate whether non-neutral patterns of divergence provide an effective screen for genes that have diverged in function.

### Evolution of *FZF1* through multiple coding and noncoding changes

Chimeric *FZF1* alleles from *S. cerevisiae* and *S. paradoxus* indicate that both upstream noncoding regions and the first coding region make additive contributions to divergence in *FZF1* activity. A second coding region, including the region with the elevated nonsynonymous to synonymous substitution rate, contributes an epistatic effect through interaction with the other coding region. The number of regions underlying sulfite resistance is likely dependent on how we identified *FZF1*. Tests of neutrality based on rate heterogeneity and dN/dS only indicate deviations from expected rates of divergence based on multiple substitutions. The accumulation of multiple changes at a single locus has also been found in other studies of interspecific differences [22]–[26], so it may not be an uncommon result when multiple regions are individually tested.

A limitation of our study is that we only quantified the effects of five regions and did not narrow their effects to individual substitutions. This limitation is in part due to the sensitivity of our sulfite resistance assay. As such, we did not determine whether the regions with the largest effect are caused by single or multiple substitutions, and whether there are epistatic effects between substitutions within a region. Further dissection of *FZF1* divergence is needed to more accurately quantify the number, effect size and interactions among mutations affecting sulfite resistance.

### Evolution of gene regulation

Transcription factors are often posited to be highly constrained during evolution due to their pleiotropic effects on the expression of other genes [47]. As such, many efforts to understand the evolution of gene regulation have focused on the evolution of *cis*-regulatory sequences rather than on *trans*-acting factors, e.g. [12], [48]. While changes in the expression of transcriptional regulators is hypothesized to be an important mode of evolutionary change [34], protein coding changes may also be important, e.g. [49]. We find that divergence in both the regulatory and coding sequence of *FZF1* affects sulfite resistance and causes numerous downstream changes in gene expression. This raises the question of whether there have been any constraints on *FZF1* divergence due to pleiotropy.

If *FZF1* has been constrained by pleiotropy there must, at least under certain circumstances, be negative consequences to changes in *FZF1* activity. Increased levels of *FZF1* activity could reduce fitness in the absence of sulfites or after other exposures that activate *FZF1*, such as nitric oxide treatment [50]. The observation that the more potent *S. paradoxus FZF1* allele is expressed at lower levels in the absence of sulfites provides some support for the idea that high levels of *FZF1* activity may not always be advantageous. Assuming that there is some cost to constitutive increases in *FZF1* activity, there are a number of ways in which this cost could be small enough to overcome or even eliminated.

One consideration is that *SSU1* expression is likely the major determinant of sulfite resistance and so the benefit of increased *SSU1* expression may outweigh any costs. In support of this possibility, *SSU1* overexpression is able to rescue the effect of an *FZF1* deletion (Figure S3) [38]. However, the expression of other genes may also be involved in sulfite resistance since divergence upstream of *FZF1* affects sulfite resistance but only has a small, insignificant effect on *SSU1* expression. Thus, coding changes in *FZF1* that increase *SSU1* expression may have outweighed any costs under other conditions, or may have been facilitated by lower levels of *FZF1* expression in the absence of sulfites.

Another explanation for the lack of constraints on *FZF1* divergence is compensatory changes in genes regulated by *FZF1*. In this scenario, slight changes in *FZF1* activity may be compensated by *cis*-regulatory mutations in those *FZF1* regulated genes where changes in gene expression are deleterious. A number of empirical studies have shown that transcription factors bind different targets between closely related species and even within species due in part to *cis*-regulatory sequence changes [11], [51]–[53]. Thus, it is also possible that *cis*-regulatory sequence evolution may have accommodated divergence in *FZF1* activity.

A third explanation, suggested by the finding that transcription factors with few targets are less likely to be constrained by pleiotropy [54], is that *FZF1* has few transcriptional targets and so is not greatly constrained by pleiotropy. In response to exogenously supplied nitric oxide, activation of only a small set of five genes, including *SSU1*, was found to specifically depend on the presence of *FZF1* [50]. Another study found 21 upregulated and 37 downregulated genes two hours after sulfite treatment [55]. 

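*HSP30*, a membrane heat shock gene, rose with all 4 alleles, by 3.74 (log2) with *S. cerevisiae*, 2.61 with *S. paradoxus*, 4.22 with C.P. and 4.56 with P.C. *AGP1*, an amino acid permease, rose by 2.08, 1.06, 1.86 and 2.19 in the same order, and *TPO4* by 3.15, 1.99, 2.50 and 2.80. *HOF1*, of cytokinesis, had responses of −0.86, −0.29, −1.09 and −1.01. *ARO10* had responses of both signs, 0.51 with the *S. paradoxus* allele and −0.13, −0.17 and −0.05 with the others. Of the 819 genes with an Allele or Allele × Time effect in the study's model, 649 (79.2%) responded with the same sign in all 4 alleles, against 3326 of all 4071 genes (81.7%). The share was 642 of 714 genes (89.9%) among those that also had a Time effect. Opposite signs, each past limma's test, occurred for 1 of the 819 genes.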

We found 1,096 *FZF1*-dependent expression changes, most of which showed the same direction of response to sulfite and only differed in magnitude. The observation that the sulfite-sensitive *S. cerevisiae FZF1* allele caused more pronounced changes in gene expression relative to the *S. paradoxus* allele (Figure S2) is consistent with *FZF1* causing indirect changes in gene expression mediated by its effects on sulfite resistance rather than by direct activation or repression of these genes. Furthermore, we found no enrichment of the *FZF1* motif identified in the *SSU1* promoter (TATCGTAT and CAACAA, [37]), defined by protein microarrays (CTGCTA, [56]), or by promoter bashing and response to nitrosative stress (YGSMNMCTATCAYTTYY, [50]) within the 271 genes showing a 2-fold significant increase in expression following sulfite treatment. Thus, most of the changes in gene expression that we observed may be an indirect consequence of a sulfite-induced stress response rather than a consequence of changes in direct targets of *FZF1*.

Regardless of the mechanism, the concentration of multiple sequence changes in *FZF1* suggests that it may have evolved without many genetic, functional or evolutionary constraints. However, the apparent absence of constraints could be a consequence of low basal levels of *FZF1* expression. Under this scenario, changes in *FZF1* regulation may have facilitated changes within its protein coding sequence.

### Evolution of sulfite resistance

Even though *FZF1* has diverged in its ability to confer resistance to sulfites, its impact on the evolution of sulfite resistance is hard to know. While there is substantial variation in sulfite resistance within and between species (Figure S4), divergence at other loci may be responsible for most differences in sulfite resistance and could compensate for any changes in *FZF1*. Within *S. cerevisiae*, variation in sulfite resistance is associated with a reciprocal translocation upstream of *SSU1* that is more frequent in vineyard and wine strains than strains derived from other sources [39], [57]. The inferred loss of sulfite resistance conferred by changes in *FZF1* along the lineage leading to *S. cerevisiae*, combined with the gain of sulfite resistance due to the translocation within some strains of *S. cerevisiae*, suggests that the evolution of sulfite resistance among species is not simple and compensatory changes may be involved.

### Conclusions

In this study we find substantial divergence in function within the coding and upstream noncoding region of *FZF1*. Our finding that multiple regions underlie divergence in sulfite resistance is not unexpected given the patterns of non-neutral evolution, but differs from other studies that identify single changes of large effect based on genetic mapping or candidate gene approaches [14]. The contribution of both noncoding and coding regions to differences in sulfite resistance suggests that the distinction between evolution in noncoding and coding regions may be less important than the degree to which a gene has the capacity to evolve, unencumbered by constraints on its other functions [33]. In conclusion, our work supports a model whereby both gene expression and phenotypic divergence can be attributed to multiple mutations throughout the regulatory and protein-coding region of a single gene.

## Materials and Methods

### Screen for noncoding regions with substitution rate heterogeneity

*S. cerevisiae*, *S. paradoxus*, *S. mikatae*, and *S. bayanus* noncoding regions [58] were tested for substitution rate heterogeneity using a likelihood ratio test implemented using HyPhy [59]. The likelihood ratio test was used to compare a constrained model with a single substitution rate across lineages to an unconstrained model where each lineage was allowed to have a different substitution rate. For both models we used the HKY85 substitution model implemented in HyPhy, the known phylogenetic relationship among the species, and either a single parameter (constrained) or branch-specific parameters (unconstrained) for the ratio of the noncoding substitution rate at the locus of interest to the substitution rate at four-fold degenerate sites across the genome. Noncoding alignments were removed if the total length of insertion/deletions was more than 15% of the length of the entire alignment. While this filter eliminated the noncoding region upstream of *FZF1*, we had already initiated our functional analysis of *FZF1* based on preliminary rate heterogeneity results and so retained it in our list of candidates. To examine whether substitution rate heterogeneity upstream of *FZF1* depends on the alignment, we aligned the 5′ noncoding region using 6 alignment programs: Clustalw [60], MUSCLE [61], TCOFFEE [62], MAFFT [63], PRANK [64], and DCA [65]. The resulting alignments were tested for rate heterogeneity using the likelihood ratio test described above. For the coding sequence of *FZF1*, a sliding window analysis of dN/dS was performed for *FZF1* using the K-estimator software [66] as described in Sawyer and Malik (2006). K-estimator uses Monte Carlo simulations to estimate the confidence intervals for estimates of dN/dS.

### Strain construction

*FZF1* was deleted in YJF173 (S288c-background, *Mat a*, *ho*, *ura3-52*) using the KANMX deletion cassette [67]. *FZF1* alleles were integrated into this strain at the *ura3* locus by amplifying the entire *FZF1* gene region, including the entire 5′ and 3′ noncoding regions along with 25 bases of *ZRT1* and 45 bases of *HXK2*, using primers with homology to pRS306 and transforming the product along with the yeast integrative plasmid, pRS306 [68]. Integration of these constructs at the *ura3* locus was achieved by selection on plates lacking uracil and each transformant was confirmed by PCR. Chimeras were generated using the same procedure but with *FZF1* regions amplified from different species. The aligned ATG start site was used for all chimeras divided between the 5′ noncoding region and the coding region. A mutation of an alternate *FZF1* start site in the *S. paradoxus FZF1* allele did not significantly alter sulfite resistance compared to the non-mutated counterpart (data not shown). A subset of 2–5 transformants were sequenced to ensure that at least one transformant per construct contained no mutations.

### Media and growth conditions

All experiments were conducted using YPD+TA (1% yeast extract, 2% peptone, 2% dextrose, 75 mM L-tartaric acid buffered to pH 3.5) [69]. Sulfite resistance was measured by comparing growth in the presence and absence of sodium sulfite. Strains were grown overnight in YPD+TA, diluted 1∶1000 in YPD+TA, grown for 3 hours, treated with either water or sodium sulfite (final concentration 0.7–0.9 mM sodium sulfite), and then grown for 20 hours in an iEMS plate reader at 30° with 1200 rpm shaking (model no. 1400; Thermo Lab Systems, Helsinki, Finland). For each strain, the sulfite-dependent delay in growth was determined by comparing the time at which maximum growth rate was observed for strains treated with sulfite relative to a water-treated control [70]. For each *FZF1* construct, 4 to 8 independent transformants were phenotyped. To compare the sulfite-dependent delay in growth within and between yeast species, three replicate measurements were obtained for 6 *S. cerevisiae* strains: S288c (source: laboratory, obtained from: D. Botstein), YPS163 (source: oak exudate, United States, obtained from: P. Sniegowski), M8 and M33 (source: vineyard, Italy, obtained from R. Mortimer), YJM440 (source: clinical, United States, obtained from: J. McCusker), K9 (source: saké, Japan, obtained from: Nami Goto-Yamamoto), and five *S. paradoxus* strains: YPS138 (source: oak soil, United States), N17 (source: oak exudate, Russia), N44 (source: oak exudate, Russia), Y7 (source: oak bark, United Kingdom), and NRRL Y-17217 all obtained from G. Litti and E. Louis. Additional yeast species included: *S. mikatae* (IFO1815, obtained from: E. Louis), *S. bayanus* (NRRL Y-11845, obtained from: C. Kurtzman, ARS Culture Collection), *Saccharomyces castellii* (NRRL Y-12630, obtained from: M. Johnston), *Saccharomyces kluyverii* (NRRL Y-12651, obtained from: M. Johnston), and *Kluyveromyces lactis* (FM423, a haploid MAT á strain obtained from M. Johnston). All strains are diploid except as noted.

### Analysis of sulfite resistance

Differences in sulfite resistance between species and species' chimeras were normalized for day effects and tested for significance using the nonparametric Kruskal-Wallis test. Pairwise differences between constructs were examined using the nonparametric Wilcoxon rank sum test with Bonferroni correction.

Differences in sulfite resistance among *S. cerevisiae* - *S. paradoxus* chimeric constructs of *FZF1* were measured using linear mixed effect (lme) models to account for repeated measurements of the same construct. Sulfite resistance of each construct was measured three times and measurements on different days were standardized by a Z-score transformation. Sulfite resistance was fit to two models. The first model assumes each region from *S. cerevisiae* or *S. paradoxus* makes an additive contribution to differences in sulfite resistance: *sulfite resistance = region1+region2+region3+region4+region5+(error | batch)+error*, where each region has an effect that depends on the species the region came from and (error | batch) models random effects due to measurement of the same construct in different batches (96-well plates). The second model builds on the first model but adds in all pairwise interactions between regions: *sulfite resistance = (region1+region2+region3+region4+region5)∧2+(error | batch)+error*. The fit of the two models was compared using a likelihood ratio test with 10 degrees of freedom since the first and second models have 8 and 18 degrees of freedom, respectively. The percent variance explained by each model was calculated by R^2^ = 1−exp(−LR/n), where n is the sample size and LR is the likelihood ratio statistic defined by twice the difference in the log likelihood of the alternative relative to the null model [71]. The null model was fit using only an intercept: *sulfite resistance = (error | batch)+error*. For lme P-values, we tested whether the assumptions of the test were violated and resulted in inaccurate P-values by repeatedly permuting the data labels to obtain the distribution of P-values expected by chance. The permuted data showed no evidence for inaccurate P-values.

### Gene expression analysis

Gene expression was measured using four independent transformants of each *FZF1* construct. Strains were resuspended in YPD+TA at an OD600 of 0.25 from an overnight YPD+TA culture and grown in 100 mL cultures at 30°C, 200 rpm. After 3 hours, each culture was sampled at 0, 15, 30 and 60 minutes after addition of sodium sulfite to a final concentration of 1 mM. Cells were centrifuged, washed and frozen in a dry ice/ethanol bath and stored at −80°C. RNA was isolated and cDNA prepared using Qiagen's RNaeasy Mini Kit and Omniscript RT Kit, respectively (Valencia, CA).

Quantitative PCR was used to measure expression of *FZF1* and *SSU1*. A 20-fold dilution of cDNA reactions was used for the real-time PCR assays with gene specific primers and Strategene's Brilliant II SYBR Green QPCR Master Mix (Santa Clara, CA). Expression was assayed on Stratagene's MX3000P QPCR machine. For *FZF1*, species-specific primers were used and a plate specific correction factor, estimated for each plate from quantitative PCR measurements of DNA extracted from a heterozygous strain containing both the *S. cerevisiae* and *S. paradoxus FZF1* alleles, was used to account for the difference in PCR efficiency between the *S. cerevisiae* and *S. paradoxus* primers. Data were mean normalized for day and batch effects and expression levels were measured relative to *ACT1*. The Wilcoxon rank sum test with Bonferroni correction was used to identify significant differences in expression due to *FZF1* alleles.

Genome-wide measurements of gene expression were obtained using Agilent Technologies (Santa Clara, CA) yeast (V2) gene expression microarrays (8×15K, Catalog number: G4813A-016322) following the manufacturers protocols. Sample labeling, hybridization and microarray scanning was conducted by the Expression and Genotype Core at Washington University's Genome Center. Gene expression was measured for three independent replicates at the 0 and 15 minute time-points. Each sample was compared to a reference made up of a pool of all RNA samples. Expression data was deposited in the GEO database under accession GSE35308. After median normalization of each microarray, differences in gene expression were tested using an analysis of variance (ANOVA) with the model: expression = allele*time+technical replicate+error, where *allele* measures the effect of the different *FZF1* alleles, *time* measures the effect of each time-point, and *technical replicate* accounts for differences between replicated features on the microarray. The rate of false positives was estimated by permuting the sample labels 100 times and repeating the analysis. For each gene showing a significant difference in expression, a second ANOVA was performed to identify expression changes that could be attributed to the coding or 5′ noncoding region or an interaction between the two regions. For genes showing expression differences that depended on the *FZF1* construct we used the model: expression = noncoding*coding+error, and for genes showing differences that depended on an interaction between the *FZF1* construct and time we used the model: expression = noncoding*coding*time+error. Gene sets enriched for gene ontology (GO) categories were identified using DAVID [72].

## Supporting Information

Dataset S1 Noncoding regions showing evidence for substitution rate heterogeneity across four *Saccharomyces* species.
(XLS)

Dataset S2 Differentially expressed genes and associated GO terms.

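Dataset S2 gives, per gene, the mean log2 ratio of the 8 groups, a Time Effect and the P values of each model. The part used here holds 1049 entries, of which 786 carry the name of a gene on the array. Group means computed from the arrays differed by at most 0.0001 from those listed for 99.9% of 6288 values, and the P of the Allele term had the same logarithm within 0.001 in 472 of 472 entries. The Time Effect equals, within 0.001 in 687 of 687 entries, the time coefficient minus the intercept of the model, and it differs by at most 0.067 over 912 entries from the value of the C.P. chimera at 15 min minus 2 times its value at 0 min. For *SSU1* the paper's Time Effect is 3.49, while the mean response of the 4 alleles from the listed group means is 1.91. For *HSP30* the paper's value is 7.12 and the mean response 3.74, and for *MET7* −0.64 and −0.36. The columns headed Allele x Time with a region hold the P of the region's term without time in 469 of 470 entries and that of the term with time in 0.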

(XLS)

Figure S1 Deletion of *FZF1* causes a sulfite dependent delay in growth that is rescued by integration of *FZF1* at the *URA3* locus. A. Sulfite resistance was measured by a sulfite-dependent delay in growth based on the time at which maximum growth rate was achieved in the presence (solid line) or absence (dashed line) of sulfite. Growth curves are shown for an *FZF1* deletion strain (red) and the same strain with an *S. cerevisiae* allele of *FZF1* integrated at the *URA3* locus (black). Lines represent the mean of three replicates. B. Sulfite resistance of a wildtype *S. cerevisiae* strain (WT), an *FZF1* deletion strain, and a strain carrying the *S. cerevisiae FZF1* allele at the *URA3* locus (*S. cer* rescue). The integration of an *S. cerevisiae FZF1* allele reduced the sulfite dependent delay of growth caused by deletion of the endogenous *FZF1* allele to similar levels as the parental *S. cerevisiae* strain. Bars represent the 95% confidence interval of the mean delay in growth.
(PDF)

Figure S2 Sulfite-dependent changes in gene expression are larger for the *S. cerevisiae FZF1* allele relative to the *S. paradoxus* allele. The log2 fold-change in expression as a result of sulfite treatment is shown for the *S. cerevisiae* (*S. cer*), *S. paradoxus* (*S. par*) and two 5′ noncoding chimeric alleles of *FZF1* (C.P., P.C.). Box plots are shown for the 149 up-regulated genes (>4-fold, P<0.01) in panel A and 83 down-regulated genes (>4-fold, P<0.01) in panel B.
(PDF)

Figure S3 *SSU1* overexpression increases sulfite resistance in wildtype and *FZF1* deletion strains. A–D. Sulfite resistance in *S. cerevisiae* wildtype (A) and an *FZF1* deletion strain (B) to a range of sulfite concentrations. *SSU1* overexpression significantly increases resistance to higher sulfite concentrations in wildtype *S. cerevisiae* (C) and *FZF1* deletion strains (D). Lines represent the mean of three replicates. E. Strains overexpressing *SSU1*, show a reduced sulfite dependent delay in growth at 0.3 mM sodium sulfite compared to the parental strains. Bars represent the 95% confidence interval of the mean.
(PDF)

Figure S4 Variation in sulfite resistance within and between yeast species. Sulfite resistance is shown for 6 strains of *S. cerevisiae*, 5 strains of *S. paradoxus*, and a single strain of *S. mikatae*, *S. castellii* and *K. lactis*. Error bars show the 95% confidence interval of the mean. The error bars are within the circles for M8, M33 and YPS138. Sulfite resistance was also measured for a strain of *S. kluyverii* and *S. bayanus*, but the sulfite-dependent delay in growth could not be calculated since the strains grew in the presence of water (control) but not in the presence of sulfite. The wine strain M8 has the known translocation upstream of *SSU1* that increases sulfite resistance [39], [57], [74].
(PDF)

Table S1 Evidence for rate heterogeneity upstream of *FZF1* depends on the alignment.
(XLS)

# Supplementary material for: Divergence of the Yeast Transcription Factor FZF1 Affects Sulfite Resistance
**Source:** PLoS Genet. 2012 Jun 14;8(6):e1002763. doi: 10.1371/journal.pgen.1002763
**Supplement:** Figure S1 — Deletion of FZF1 causes a sulfite dependent delay in growth that is rescued by integration of FZF1 at the URA3 locus. A. Sulfite resistance was measured by a sulfite-dependent delay in growth based on the time at which maximum growth rate was achieved in the presence (solid line) or absence (dashed line) of sulfite. Growth curves are shown for an FZF1 deletion strain (red) and the same strain with an S. cerevisiae allele of FZF1 integrated at the URA3 locus (black). Lines represent the mean of three replicates. B. Sulfite resistance of a wildtype S. cerevisiae strain (WT), an FZF1 deletion strain, and a strain carrying the S. cerevisiae FZF1 allele at the URA3 locus (S. cer rescue). The integration of an S. cerevisiae FZF1 allele reduced the sulfite dependent delay of growth caused by deletion of the endogenous FZF1 allele to similar levels as the parental S. cerevisiae strain. Bars represent the 95% confidence interval of the mean delay in growth.

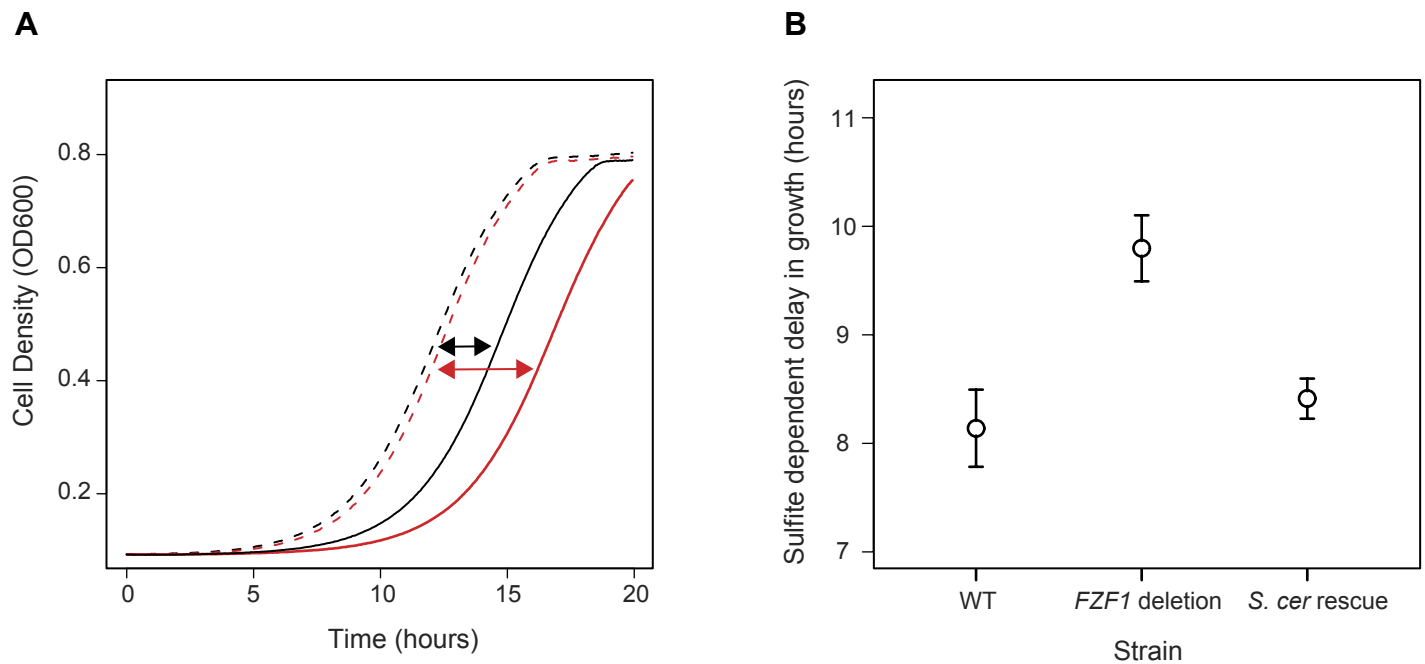

Figure S1: Deletion of *FZF1* causes a sulfite dependent delay in growth that is rescued by integration of *FZF1* at the *URA3* locus.

A. Sulfite resistance was measured by a sulfite-dependent delay in growth based on the time at which maximum growth rate was achieved in the presence (solid line) or absence (dashed line) of sulfite. Growth curves are shown for an *FZF1* deletion strain (red) and the same strain with an *S. cerevisiae* allele of *FZF1* integrated at the *URA3* locus (black). Lines represent the mean of three replicates. B. Sulfite resistance of a wildtype *S. cerevisiae* strain (WT), an *FZF1* deletion strain, and a strain carrying the *S. cerevisiae* *FZF1* allele at the *URA3* locus (*S. cer* rescue). The integration of an *S. cerevisiae* *FZF1* allele reduced the sulfite dependent delay of growth caused by deletion of the endogenous *FZF1* allele to similar levels as the parental *S. cerevisiae* strain. Bars represent the 95% confidence interval of the mean delay in growth.

# Supplementary material for: Divergence of the Yeast Transcription Factor FZF1 Affects Sulfite Resistance
**Source:** PLoS Genet. 2012 Jun 14;8(6):e1002763. doi: 10.1371/journal.pgen.1002763
**Supplement:** Figure S2 — Sulfite-dependent changes in gene expression are larger for the S. cerevisiae FZF1 allele relative to the S. paradoxus allele. The log2 fold-change in expression as a result of sulfite treatment is shown for the S. cerevisiae (S. cer), S. paradoxus (S. par) and two 5′ noncoding chimeric alleles of FZF1 (C.P., P.C.). Box plots are shown for the 149 up-regulated genes (>4-fold, P<0.01) in panel A and 83 down-regulated genes (>4-fold, P<0.01) in panel B.

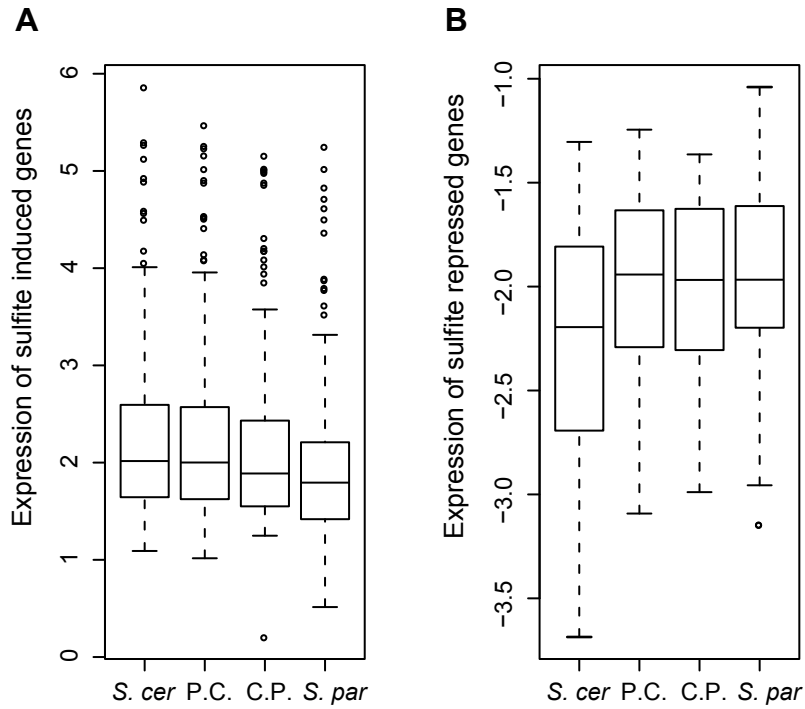

Figure S2: Sulfite-dependent changes in gene expression are larger for the *S. cerevisiae* *FZF1* allele relative to the *S. paradoxus* allele.

The log₂ fold-change in expression as a result of sulfite treatment is shown for the *S. cerevisiae* (*S. cer*), *S. paradoxus* (*S. par*) and two 5' noncoding chimeric alleles of *FZF1* (C.P., P.C.). Box plots are shown for the 149 up-regulated genes (> 4-fold, $P < 0.01$) in panel A and 83 down-regulated genes (> 4-fold, $P < 0.01$) in panel B.

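Among the 116 genes induced at least 4-fold in limma's mean response, the largest of the 4 responses belonged to the *S. cerevisiae* allele for 56 genes, to the P.C. chimera for 32, to the *S. paradoxus* allele for 15 and to the C.P. chimera for 13. Among the 115 genes repressed at least 4-fold, the strongest decrease belonged to the *S. cerevisiae* allele for 86 genes, to the *S. paradoxus* allele for 21, to C.P. for 6 and to P.C. for 2. *CTT1*, catalase, was induced by 4.78 (log2) with P.C., 4.56 with *S. cerevisiae*, 4.47 with C.P. and 4.35 with *S. paradoxus*. *DHR2* had its smallest decrease with P.C., at −3.68, and its strongest with *S. paradoxus*, at −4.51. The middle 50% of induced genes spanned 2.39 to 3.15 with the *S. cerevisiae* and 2.13 to 3.01 with the *S. paradoxus* allele. By the study's model, all Time genes, whether or not they had an allele effect, numbered 113 upward and 120 downward with a mean response of the 4 alleles over 4-fold, and those with an Allele or Allele × Time effect 43 and 29. By the fold that the Time Effect of Dataset S2 follows, chosen after the values were seen, the latter numbered 96 and 64, and the part of Dataset S2 used here has a Time Effect over 2 (log2) in 142 entries and under −2 in 77.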

# Supplementary material for: Divergence of the Yeast Transcription Factor FZF1 Affects Sulfite Resistance
**Source:** PLoS Genet. 2012 Jun 14;8(6):e1002763. doi: 10.1371/journal.pgen.1002763
**Supplement:** Figure S4 — Variation in sulfite resistance within and between yeast species. Sulfite resistance is shown for 6 strains of S. cerevisiae, 5 strains of S. paradoxus, and a single strain of S. mikatae, S. castellii and K. lactis. Error bars show the 95% confidence interval of the mean. The error bars are within the circles for M8, M33 and YPS138. Sulfite resistance was also measured for a strain of S. kluyverii and S. bayanus, but the sulfite-dependent delay in growth could not be calculated since the strains grew in the presence of water (control) but not in the presence of sulfite. The wine strain M8 has the known translocation upstream of SSU1 that increases sulfite resistance [39], [57], [74].

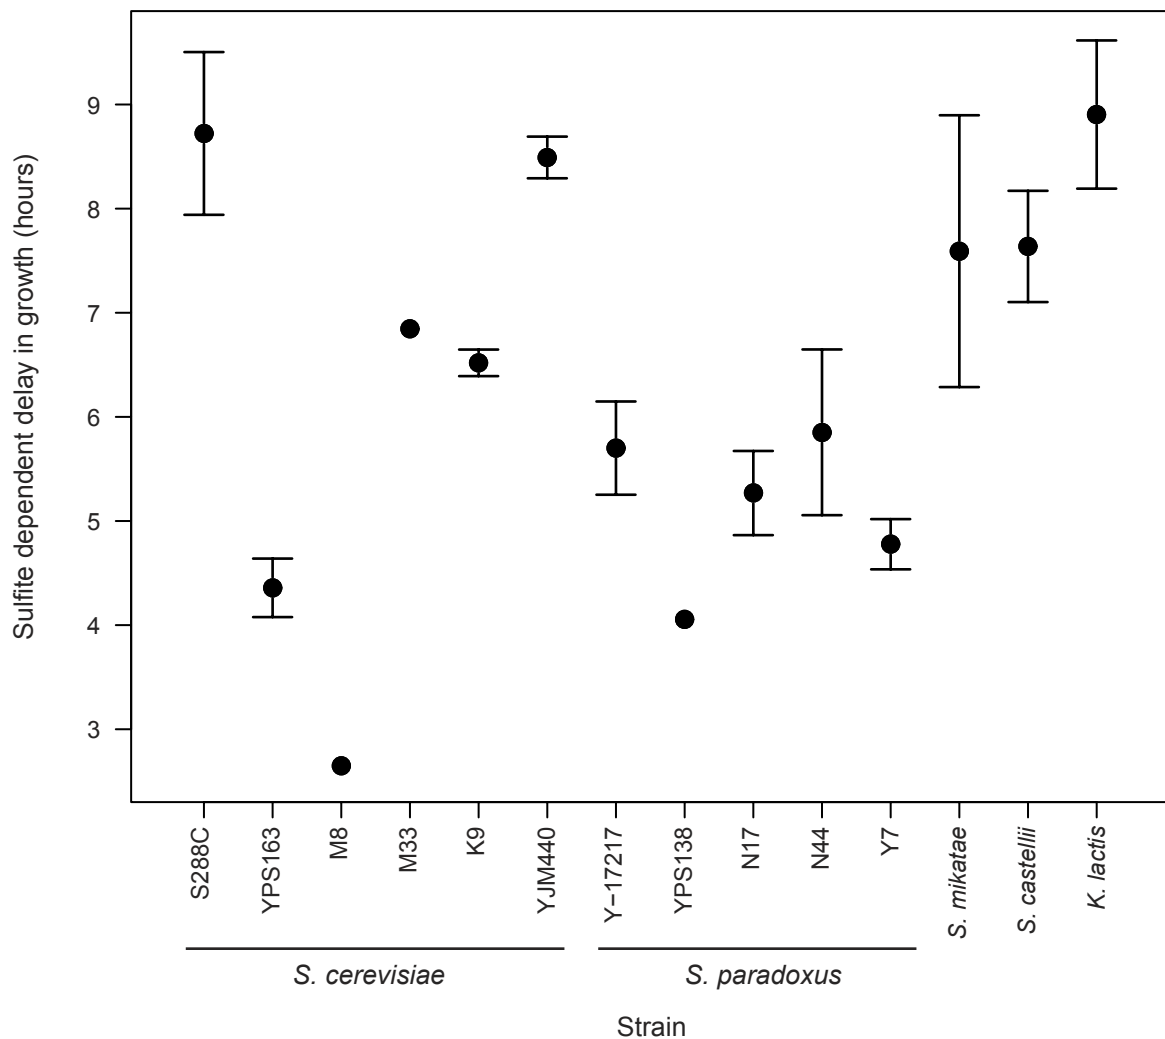

Figure S4: Variation in sulfite resistance within and between yeast species.

Sulfite resistance is shown for 6 strains of *S. cerevisiae*, 5 strains of *S. paradoxus*, and a single strain of *S. mikatae*, *S. castellii* and *K. lactis*. Error bars show the 95% confidence interval of the mean. The error bars are within the circles for M8, M33 and YPS138. Sulfite resistance was also measured for a strain of *S. kluyverii* and *S. bayanus*, but the sulfite-dependent delay in growth could not be calculated since the strains grew in the presence of water (control) but not in the presence of sulfite. The wine strain M8 has the known translocation upstream of *SSU1* that increases sulfite resistance.

How the deposited data were processed for this re-analysis (not part of the article)

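The data are 24 Agilent yeast V2 arrays read in 2 colours, from strains with the *S. cerevisiae*, *S. paradoxus*, C.P. or P.C. allele of *FZF1*, before (0 min) and 15 min after sodium sulfite at 1 mM. Each of the 8 groups has 3 arrays with a replicate number from 1 to 3, and each array compares 1 sample with a pool of all RNA samples. The sample was in Cy5 on replicate 3 of every group except the P.C. chimera at 15 min, where it was in Cy5 on replicate 2.

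The log2 values are as deposited by the authors, who took the ratio of sample over pool and median normalized each array. Their direction was tested on the data: arrays of the same group with opposite dyes correlated above 0 (median 0.768, 16 pairs). The paper's text does not name a background correction, the filter behind empty features or a normalization between dyes. Of the 15744 features, 12341 have a value on all arrays and 875 on none. Signal and background intensities were not used here.

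The features of the value table carry numbers that differ in order from those of the probe list. Under equal numbers, the features of a gene had a median correlation of −0.0064 across arrays. They were therefore matched by position, with the numbers read along the opposite direction of the same grid, under which the median correlation over 4071 genes was 0.928 and the group means matched those listed by the paper in Dataset S2. This match rests on the data and not on a layout file. Of the features, 8152 carry 1 gene symbol, and 7592 carry none and were left out. The symbols stand for 4073 genes, 4070 with 2 features and 3 with 4, and 125 symbols were brought up to date.

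Features were averaged per gene and each array was centred on the median of its genes. limma 3.58.1 in R 4.3.3 was fitted to the 8 group means of 4071 genes with a value on at least 2 arrays of every group. Contrasts gave the response of each allele and their mean, the difference between the full length alleles at each time and in response, and the effects of the 5′ noncoding region, the coding region and their combination, over both times and varying by time. F-tests with 3 degrees of freedom gave the effect of allele over both times and of allele by time. P values were adjusted by Benjamini-Hochberg within each contrast, with a limit of 0.05. In the fit each array is an observation, and no pairing was assumed. Single values were compared by exact permutation tests, two-sided, between 6 and 6 arrays or between 3 and 3 cultures, where a culture is an allele and replicate number at both times.

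The study's model was repeated as the methods give it, an analysis of variance of each gene with allele, time and their interaction, the feature as a further term and each feature of each array as an observation, at P under 0.01 without adjustment. A second model with the 2 regions, without a time term for Allele genes and with time for Allele × Time genes, was applied to the genes of the first. The false discovery rate was taken from 100 permutations of the sample labels. These models used numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 under Python 3.11.15, and plots used matplotlib 3.10.9.

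The 29 gene lists were compared with all other genes by camera with a preset correlation of 0.01 and with an estimated correlation, and tested by fry, with adjustment over the lists. The lists cover *FZF1* targets, sulfur, ribosome, stress, carbon, nitrogen, metal, lipid, cell cycle and mating type genes. The genes named are those with the 10 highest and 10 lowest mean responses among genes with the same sign in all 4 alleles, those with the 12 smallest p in each F-test and the 6 smallest for each region contrast, and the 8 highest and 8 lowest differences past the test between the full length alleles at 15 min or in response (the 4 largest each way where none passed). Named too are, in each list, the 4 members with the largest responses and the 2 with the smallest p for the allele effect, genes the paper names with the arrays, and the 10 entries of Dataset S2 with the largest difference at 15 min, whose values had been seen in the paper's table. Genes outside this rule are marked as chosen after their values were seen.

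Tests on simulated data with the spread of these arrays recovered 98.8% of mean responses of 1 on the log2 scale, with 3.5% false among the calls, 90.7% of differences of 1 between the full length alleles at 15 min and 67.8% of differences of 1 between their responses. For differences of 0.5 these shares were 90.4%, 44.2% and 19.1%. Alternatives were a dye term, blocks by replicate number, other scalings, array weights, a robust fit, the median over features, complete genes alone, Cy3 arrays alone, other thresholds, the study's model on gene means, and leaving out each array and each replicate number. Chosen after the values were seen, limma was also fitted to 1 value per culture, the mean of its arrays at 0 and 15 min, since the fit by arrays counts arrays of 1 culture as independent. A search for *FZF1* motifs upstream of induced genes was not run, since no genome sequence was used here, and the PCR and growth measurements were not analysed here.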

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

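The tests of explanations for the *FZF1* value were chosen only after the result was seen.

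*FZF1* read −3.63 (log2 ratio) on the array labelled *S. cerevisiae*, 0 min, replicate 2, far from the other arrays of its coding region and time. The gap to the nearest of them spans 87.8% of the range of 6 arrays, against a limit of 62.5%; 1 of 8 groups tested for *FZF1* and *SSU1* passed this limit, and chance passes about 1 in 20. The tables argue against an exchange of labels with an array of the *S. paradoxus* coding region (those 12 arrays lie between −5.57 and −2.47, and 0 of them read as high as the other *S. cerevisiae* coding arrays), and against a fault of a single feature, since the features of *FZF1* on this array differ by 0.0364 (up to 1.68 on other arrays). They also argue against a lasting change of the culture, since by the paper's methods each culture was sampled at both times and all 3 *S. cerevisiae* arrays at 15 min read *FZF1* at 0.744 or higher and *URA3* between −0.55 and −0.19. On a drop of *FZF1* alone the values do not decide. *URA3*, the locus of integration, read 1.20 on this array, 3.1305 above the mean of the other arrays of its group (at most 2.48 on any other array). But *URA3* also read 1.34 on the C.P. chimera, 0 min, replicate 3, and 2.30 on the array of the same allele and replicate number at 15 min. There it was high at both times, whereas with the *S. cerevisiae* allele it was high on the 0 min array alone. On the P.C. chimera, 15 min, replicate 3, it read 1.17 with *FZF1* at 1.84. A wrong label, a sample from outside the set with no partner, and a change of *FZF1*, alone or with *URA3*, limited to the 0 min sample cannot be told apart, because the array correlates at 0.863 with the mean of the other arrays of its group, where the lowest such value among Cy3 arrays at 0 min is 0.832, and *FZF1* is the gene by which the coding regions are told apart. No other biological explanation was tested.

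Among genes induced at least 4-fold, the log2 response was larger by 0.29 with the *S. cerevisiae* than with the *S. paradoxus* allele, a difference between groups that passed fry (p of 0.00405) and for which the exact permutation p over cultures is 0.1. *ARO10*, which the paper does not discuss, was higher by 0.55 with the *S. paradoxus* coding region over both times, as an average over the 5′ noncoding regions. *PDR5*, which the paper does not discuss either, differed by −0.60 between the full length alleles and the chimeras. With 1 value per culture, a setting chosen after the values were seen, neither passed limma's test (adjusted p = 0.291 and 0.298).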

How the results depend on the processing

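The count of genes with either effect in the study's model on 1 value per gene and array, and the tests with its second model without time terms, the fold taken from the C.P. chimera alone, the permutations over cultures and within features, 1 value per culture, and the Cy3 arrays without the array labelled *S. cerevisiae*, 0 min, replicate 2 were chosen only after the result was seen.

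The number of genes changed by sulfite stayed within 1.5 times of 3220 under every setting run except a limit of at least 2-fold, where it was 810 on average and 862 with *S. cerevisiae*, 856 with *S. paradoxus*, 839 with C.P. and 778 with P.C., a limit that by construction counts fewer genes. Of 230 mean responses of named genes, 193 kept direction and side of the threshold under all settings, and of 515 values of single genes and lists followed 364 did. Setting by setting, 16603 of these values stayed on their side, 166 were no longer past the threshold, 236 came to pass it and 1 reversed: *STR3*, full length alleles against chimeras, without replicate 3 (−0.32, adjusted p = 0.0486, against 0.03 over all arrays and 0.25 without replicate 1). The cause was not tested.

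Counts of allele effects changed with the setting. With a dye term limma called 6 genes for allele, 51 for the combination of regions and 5 between full length alleles at 15 min. Without centring the counts for allele and combination were 5 and 2, with a robust fit 2 for the combination, and on genes with a value on all 24 arrays 2. After quantile normalization 1 gene differed at 15 min and 1 at 0 min, the *SSU1* difference at 15 min was 1.23 (adjusted p = 0.0854) and the response size of repressed genes −0.23 (fry p of 0.0105). Among the few genes limma called for an allele or allele by time effect, the share with the same direction of response in all 4 alleles was then 33.3%. In the main fit it was 66.7% of 3 genes. Array weights gave 415 genes for allele, 135 for allele by time, 22 for coding by time, 531 for the combination and 4 for the combination by time, and 1081 between full length alleles at 15 min, 2 at 0 min and 205 in response. The median weight was 1.66 for Cy3 and 0.468 for Cy5 arrays. The 16 Cy3 arrays alone gave 184 for allele, 8 for allele by time, 163 for coding by time, 510 for the combination, 184 at 15 min and 2 in response. Leaving out of these the array labelled *S. cerevisiae*, 0 min, replicate 2 gave 167, 9, 36 and 241 for the first of these effects in the same order, 5 for coding, 168 at 15 min, 2 at 0 min, 1 in response, and an *SSU1* difference of 0.91 (adjusted p = 0.0521). For the combination on the Cy3 arrays several explanations are weighed under Other observations, and for allele and coding there chance alone. The cause of the other changes was not tested.

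At an adjusted p under 0.01 the combination had 0 genes (590 at an unadjusted p under 0.05 by limma) and the 15 min difference 1. At an unadjusted P under 0.01 the counts were 67 for allele, 52 for allele by time, 15 for noncoding, 7 for noncoding by time, 20 for coding, 47 for coding by time, 164 for the combination, 39 for the combination by time, 89 at 15 min, 15 at 0 min and 85 in response. The study's analysis of variance gave 491 genes each for allele and allele by time with features as observations, and 72 and 61 (124 with either) on gene means. Its second model with time added gave 90 genes for coding, 32 for noncoding and 390 for both combined, and without time terms 26 and 20 Allele × Time genes for coding and noncoding. Its fold over 2 taken from the C.P. chimera as in the Time Effect gave 184 higher and 176 lower, and its false discovery rate was 46.4% for Allele × Time over cultures, and 8.8% and 8.9% within features. With a margin of 0.2, chimeras lay outside for 89 of all genes and 17 interaction genes. With an estimated correlation camera called 6 lists for the mean response, 0 at 15 min and 0 for the difference of responses, and fry called 29, 0 and 0.

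Leaving out single arrays or replicate numbers moved these results, from lowest to highest: allele 1 to 234, coding 1 to 3, coding by time 0 to 247, the combination 0 to 740 and by time 0 to 1, 15 min 0 to 10, 0 min 0 to 1, response 0 to 5, same direction (among the few genes limma called for an allele or allele by time effect) 0% to 85.7%, *SSU1* at 15 min 0.91 to 1.25 and its coding effect 0.28 to 0.61, response size of induced genes 0.22 to 0.32 and of repressed genes −0.38 to −0.16, and genes over 2-fold lower in the study's model 195 without *S. cerevisiae*, 0 min, replicate 2. The highest counts for allele, coding by time and the combination came without replicate 3, which is the Cy5 array in all groups but 1. Of 24 single arrays, 15 changed the count for the combination, up to 24 genes without P.C., 15 min, replicate 2 and 23 without *S. paradoxus*, 15 min, replicate 3. The *SSU1* difference at 15 min was no longer past the test without replicate 1, 2 or 3 (adjusted p = 0.144, 0.526 and 0.0606) and without any of 4 single arrays, with values of 1.15 and 1.07 without *S. cerevisiae* replicates 1 and 3, and 1.19 and 0.98 without *S. paradoxus* replicates 2 and 3. Over 42 settings the response size of induced genes ran from 0.11 to 0.336 (fry p of 0.000303 to 0.118) and that of repressed genes from −0.377 to −0.00914 (fry p of 0.0105 to 0.456). *FZF1* rose with the *S. cerevisiae* allele by 2.09 (adjusted p = 0.0191), and without *S. cerevisiae*, 0 min, replicate 2 by 0.87 (adjusted p = 0.196).

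The replicate number as a block gave 5 genes for allele and 14 for the combination. By the paper's methods each culture was sampled at both times, and 0 and 15 min arrays of the same allele and number had a median residual correlation of 0.402 (over 0.1 in 8 of 12 pairs, and in 10 with P.C. numbers 2 and 3 exchanged at 15 min), so limma's effects over both times count arrays of 1 culture as independent. With 1 value per culture, 12 in all, 1 gene, *FZF1*, had an allele and a coding effect, and 0 the combination by limma (332 at an unadjusted p under 0.05): *ARO10* (0.55, SE 0.0997 against 0.0828 by arrays, adjusted p = 0.291) and *PDR5* (−1.19, SE 0.204 against 0.191, adjusted p = 0.298) had the same size and a larger SE on fewer values; with the exchange the counts were 1, 1 and 0 (321). Across groups the numbers were not taken to pair the samples, since same-numbered arrays of different groups had residual correlations over 0.1 in 62 of 84 pairs with a lowest of −0.551, and among Cy3 arrays alone in 15 of 49 pairs with a median of 0.03. Of the 24 arrays, 16 were closest to an array with their own number.

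The study's model on values without centring is the same as its main form, because the values are already centred. The search for *FZF1* motifs upstream of induced genes, with its other windows, was not run. The spread between arrays limits what can be called: on simulated data 44.2% of differences of 0.5 on the log2 scale at 15 min and 19.1% of such differences in response were recovered. Signal over background was not analysed here.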

Differences from the paper's values

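The tests with the fold taken from the C.P. chimera, the permutations over cultures and within features, the study's model without 1 array and the Cy3 arrays without that array were chosen only after the result was seen.

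The paper queried 6127 open reading frames, and 4073 named genes were used here, so values are compared both as counts and as shares of these totals. The paper's Allele genes are 10.69% of those queried and 12.05% here, and its genes with either effect 17.89% and 20.11% here. Time genes over 4-fold by the mean response were 113 higher and 120 lower here and 149 and 83 in the paper. The paper gives a limit of 4-fold at P under 0.01, but not how the fold was taken over the alleles or whether the genes also had an allele effect. As counts both are within 1.5 times, and as shares the increases are (2.77% and the paper's 2.43%) and the decreases are not (2.95% and the paper's 1.35%). With the C.P. fold described below, chosen after the values were seen, the genes with either effect numbered 96 higher (2.36%), within 1.5 times as a share and not as a count, and 64 lower (1.57%), within 1.5 times both ways, and 0 of 151 named genes of Dataset S2 with a Time Effect over 4-fold are left out. With a 4-fold change in every allele (89 higher, or 2.19%, and 92 lower, or 2.26%), chosen after the values were seen, the increases are within 1.5 times as a share alone and the decreases as a count alone. With a 4-fold change in any allele, also chosen after the values were seen, the increases (146) are within 1.5 times both ways, and the decreases are not among all Time genes (165) and are as a share among those with either effect (54, or 1.33%).

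Among genes with either effect and a Time effect, the paper gives 219 with a decrease over 2-fold and 271 with an increase, 3.57% and 4.42% of those queried. The mean response of the 4 alleles gave 115 and 118, or 2.82% and 2.9%; as counts neither comes within 1.5 times, as shares the decreases do. Of the alternatives set before the data were examined, a decrease over 2-fold in any allele (157, or 3.85%) comes within 1.5 times of the paper's value both ways, and a decrease in every allele (86, or 2.11%) in neither. For increases any allele (142, or 3.49%) does as a share and not as a count, and every allele (96, or 2.36%) in neither way. The fold taken as C.P. at 15 min minus 2 times C.P. at 0 min, chosen after the values were seen, gave 176 and 184, both within 1.5 times both ways, and leaves out 1 of 342 named genes of Dataset S2 with a Time Effect over 2-fold. Leaving out the array labelled *S. cerevisiae*, 0 min, replicate 2, also chosen after the values were seen, gave 195 decreases, within 1.5 times both ways, and 164 increases (4.03%), within 1.5 times as a share and not as a count.

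The paper's false discovery rate is 9.8% for both tests. Permuting the sample labels with the features of an array together gave 132.2% for Allele and 114.1% for Allele × Time genes. The labels then cross times and dyes, which can raise both values. No alternative to this was set before the data were examined. Of those chosen after the values were seen, permuting the values of each feature on their own gave 8.8% and 8.9%, within 1.5 times of the paper's value, and moving allele labels over cultures gave 146.3% and 46.4%, which are not. Permuting within features breaks the correlation between the features of an array. Its counts lie near chance by construction, so it cannot give the false discovery rate for correlated features. None of these drops called genes, since the model is the same.

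For Allele genes with a Coding term the paper has about 20 in Figure 6, read by eye, and 11 were found here, or 0.27% of the genes used, which comes within 1.5 times as a share and not as a count. Of the alternatives set before the data were examined, a time term in the second model (90) comes within 1.5 times in neither way, and a feature term (11) as a share alone.

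At an adjusted p under 0.05, limma called 3 genes for allele and 0 for allele by time (218 at an unadjusted p under 0.05), where the paper has 655 and 648 at P under 0.01 without adjustment and with features as observations. The study's analysis of variance with features as observations gave 491 and 491, both within 1.5 times both ways. Array weights gave 415 for allele, or 10.19%, within 1.5 times of the paper's 10.69% as a share and not as a count, and 135 (3.31%) for allele by time, in neither way. The other alternatives set before the data were examined do not come within 1.5 times in either way, among them the study's model on gene means (72 and 61), limma at P under 0.01 without adjustment (67 and 52), Cy3 arrays alone (184 and 8), a dye term (6 and 0) and a replicate block (5 and 0).

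The paper ranks *SSU1* first for the difference between the full length alleles at 15 min apart from a pair of putative genes. By size *SSU1* ranks 10 here among all named genes, with 1.14, and of the 9 genes ahead of it *FZF1* alone passes limma's test. In the paper's Dataset S2, as far as used here, *SSU1* stands behind *FZF1* (−5.31), YLR162W (1.57) and YDR008C (−1.26). By p for allele over both times *SSU1* ranks 4.

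The paper gives *MET7* as a gene with an allele by time effect. The study's model gave a P of 8.83e-08 with features as observations, and limma an adjusted p of 0.663.

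The paper states that most Allele genes have an interaction of the regions. Here 108 of 491 (22.0%) had the term in the second model without time, which are 108 of the 121 with any term, and 390 (79.4%) had it with time added. Before sulfite, the paper's PCR has *SSU1* higher with *S. cerevisiae* coding and 5′ noncoding regions. On the arrays *SSU1* at 0 min was higher with the *S. paradoxus* regions, by 0.27 for coding (exact permutation p of 0.0736) and 0.29 for noncoding (exact permutation p of 0.0455). The PCR levels are relative to *ACT1* and the array values to the median of the array, so the measures are unlike. *ACT1* at 0 min ran from −0.155 to 0.597 with the *S. paradoxus* coding region and from −0.462 to 0.386 with that of *S. cerevisiae*. *SSU1* relative to *ACT1* was not tested here.

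The Time Effect of Dataset S2 does not hold the difference between the times for the 4 alleles, and its columns for Allele x Time with a region hold terms without time. For *FZF1* the paper's Time Effect is 4.17 and the mean response from its group means 1.14.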

Other observations

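The tests of explanations, the other splits and the list tests for the region contrasts were chosen only after the result was seen.

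Genes of autophagy rose, 14 of 16 with 1 lower (median log2 response 0.95, camera, adjusted p = 0.000296, and adjusted p = 0.0353 with an estimated correlation), with *ATG8*, which marks autophagosomes, at 1.97. All 20 genes of the G1/S cell cycle fell (median −0.83, camera, adjusted p = 1.33e-06, and adjusted p = 0.0263 with an estimated correlation), led by the ribonucleotide reductase gene *RNR1* at −2.82 and the replication clamp gene *POL30* at −2.27. Of 20 genes of G2/M, 15 fell and 1 rose, with the cyclin gene *CLB2* at −1.33 (median −0.39, camera, adjusted p = 0.0119, and adjusted p = 0.179 with an estimated correlation). Of 42 genes of amino acid synthesis, 27 rose and 8 fell, with *ARG4* at 4.00, the ornithine transporter gene *ORT1* at 2.60 and *HIS4* at 2.58 (median 0.73, camera, adjusted p = 0.000275, and adjusted p = 0.47 with an estimated correlation). Of 23 ergosterol genes, 16 fell and 5 rose, with the desaturase gene *ERG3* at −2.09 and the scaffold gene *ERG28* at 1.37 (median −0.58, camera, adjusted p = 0.0193, and adjusted p = 0.404 with an estimated correlation). Of 11 genes of gluconeogenesis and the glyoxylate cycle, 9 rose and 0 fell by limma, with *MDH2* at 1.84 (median 0.52, camera, adjusted p = 0.0205, and adjusted p = 0.404 with an estimated correlation). Of 23 genes of weak acid and drug efflux, 15 rose and 5 fell, with *HSP30* at 3.78, *SPI1* at 2.62 and *PDR5* at −0.92 (median 0.48, camera, adjusted p = 0.0173, and adjusted p = 0.441 with an estimated correlation). Of 20 genes of thiamine and vitamin B6, 16 rose and 3 fell, with the thiamine transporter gene *THI7* at −1.39 (median 0.44, camera, adjusted p = 0.0324, and adjusted p = 0.387 with an estimated correlation). Of 32 proteasome genes, 20 rose and 1 fell, *PRE3* by the most at 0.53 (median 0.20, camera, adjusted p = 0.0398, and adjusted p = 0.542 with an estimated correlation). The counts adjusted over the list alone were the same for these lists.

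The remaining lists did not pass camera for the mean response. Sulfate assimilation and methionine synthesis had 11 genes higher and 11 lower of 26 (median 0.15, camera, adjusted p = 0.653), with the cystathionine genes *STR3* at 2.50 and *STR2* at 2.47. Iron uptake had 11 higher and 3 lower of 23 (median 0.29), with *TIS11* at 2.60 and the permease gene *FTR1* at −1.36. Glycolysis had 6 higher and 1 lower of 17 (5 and 1 when adjusted over the list alone; median 0.19), with *TDH1* at 3.31, and *HXK2* fell by 0.38 on the log2 scale (adjusted p = 1.3e-05). The zinc list had 4 higher and 4 lower of 10, with a median of −0.10 while camera's test pointed upward (adjusted p = 0.805), with the transporter genes *COT1* at 1.38 and *ZRT1* at −0.86. Inositol and phospholipid genes had 12 lower and 3 higher of 18 (median −0.26), with *CDS1* at −1.10, and histones 6 lower and 1 higher of 10 (median −0.20), with *HHO1* at −0.68. Of the pheromone response, 9 of 16 genes fell and 2 rose (median −0.32), with *FAR1* at −1.58, of the MATa list 5 of 7 fell and 1 rose (median −0.42), with *MFA2* at −1.18, and of the MATalpha list 2 of 4 rose (median 0.36), with *STE3* at 0.83. Meiosis and sporulation genes had 9 higher and 3 lower of 16 (9 and 2 when adjusted over the list alone; median 0.64), with *SPR3* at 2.56. Of the *FZF1* targets, *SSU1* rose by 1.95 and *YHB1*, a flavohemoglobin, fell by 0.73 on the log2 scale (median 0.61, camera, adjusted p = 0.86). *ACT1* did not pass (−0.10, adjusted p = 0.37), and *URA3* rose by 1.03 (adjusted p = 0.025). Over the 29 lists, 17 passed camera for the mean response, 11 upward and 6 downward. At 15 min 19 lists differed between the full length alleles by camera, 6 upward and 13 downward, 0 with an estimated correlation and 0 by fry. In exact permutation tests over cultures for the region contrasts the smallest possible p is 0.00216 (924 splits), with which no single list can pass adjustment over 29 lists, and the smallest adjusted p was 0.143.

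Other splits of the cultures or arrays show where chance can be excluded. For the 3220 genes changed by sulfite it can, with 1 of 100 splits as large and 0 genes in the highest other split. For allele (3 genes, 14 of 100 splits as large, highest other 1021), coding (2 genes, 6 of 100, highest other 1220) and the combination of regions (1 gene, 11 of 100, highest other 1366) the splits leave chance open and cannot decide. They mix the dyes unevenly between alleles, while every real group has 2 arrays in Cy3 and 1 in Cy5. On the 16 Cy3 arrays alone chance can be excluded for allele (184 genes; 2 of 100 splits as large, highest other 184; 183 without *FZF1*, 2 of 100, highest other 183). For coding on these arrays (*FZF1* and *PDR5*, 2 of 100, highest other 510) the probes of *FZF1* fix its call, and without *FZF1* chance cannot be excluded (1 gene, 9 of 100, highest other 510). The highest others of 184 and 510 equal the real counts on these arrays for allele and the combination, as a split with the real groups under exchanged names would give. On all arrays without *FZF1*, where the dyes mix, the splits cannot decide (coding 1 gene, 11 of 100, highest other 1220, and allele 2 genes, 15 of 100, highest other 1021). For effects with 0 genes by limma the splits decide nothing, since any split reaches 0 (100 of 100): noncoding on the Cy3 arrays (106 at an unadjusted p under 0.05, highest other 124) and, on all arrays, noncoding (41 at an unadjusted p under 0.05, highest other 1463), noncoding by time (45, highest other 0), coding by time (271, highest other 1), the combination by time (193, highest other 2) and allele by time (218, highest other 0). On all arrays 203.6 of 4071 genes would pass an unadjusted p under 0.05 by chance. In the study's model, 58 of 100 splits gave as many Allele genes as the real 491 (highest other 2332) and 11 of 100 as many Allele × Time genes (highest other 765). These splits of cultures also mix the dyes and cannot decide. The splits are too few, 10 each, for the responses of single alleles (2375, 2440, 2387 and 2332 genes for *S. cerevisiae*, *S. paradoxus*, C.P. and P.C., with 1 split as large and 0 genes in the highest other), for 15 min (2 genes, highest other 0), for 0 min (0 genes by limma, 116 at an unadjusted p under 0.05, 10 of 10 splits as large, highest other 4) and for the difference of responses (0 genes by limma, 391 at an unadjusted p under 0.05, 10 of 10 splits as large, highest other 0). Splits that call many times the real number point to a structure of the samples. Taking the 3 cultures with both arrays in Cy5 as 1 allele gave 1567 genes, a dye term passed for 2171 of 4071 genes, and residuals correlated with a median of 0.348 between arrays of the same dye and −0.406 between dyes. With the dye term in the model, allele had 6 genes.

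The count of Allele genes in the study's model, 491, stands against 72 with 1 value per gene and array. Data simulated with no allele effect, in which the features of an array share a deviation (a median of 79.8% of the variance, as measured), gave on average 504.4 genes of 4039 over 20 draws, with a highest of 549, where 40.4 are expected. With independent features the average was 40.2. The shared deviation was measured with the dye difference in it and drawn anew for each array. In the real groups the dyes were balanced, so the simulated count can be too high. Counting the features of an array as independent observations may therefore account for many of the 491 genes, but the simulation cannot give how many.

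On the 16 Cy3 arrays, 510 genes differed between the full length alleles and the chimeras, 178 higher and 332 lower with the full length alleles, led by *PDR5* (−0.70, adjusted p = 0.00014), *PDR12*, a weak acid pump, at −0.46 and *DUS1*, a tRNA enzyme, at 0.37 (the last pair chosen after their values were seen). Chance can be excluded as the source of the count, with 1 of 100 splits as large and a highest other of 62. A difference in dye between the groups is argued against by the 510 genes on arrays of 1 dye, and the array labelled *S. cerevisiae*, 0 min, replicate 2 as the whole cause by 241 genes without it. On the 8 Cy5 arrays the median difference of the 510 genes in the direction of the Cy3 arrays was 0.0282 (SD 0.128 over the genes), against 0.26 on the Cy3 arrays and at most 0.158 either way in 17 other groupings of the Cy5 arrays, and the 510 genes with the largest differences on 8 of the Cy3 arrays had medians of 0.205 and 0.261 on the other 8 but 0.0271 and 0.0392 on the Cy5 arrays, which argues against an effect of joining regions of different species that has the same size in all cultures as the whole cause. Such an effect for part of the difference, with the same sign on the Cy5 arrays for 61.4% of the 510 genes (53.1% of all 4069 genes), and a batch of cultures or hybridizations that follows the allele type cannot be told apart, because no label gives a batch and the Cy5 median lies within the spread of the other groupings.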
